# Myocardin-Related Transcription Factor Mediates Epithelial Fibrogenesis in Polycystic Kidney Disease

**DOI:** 10.3390/cells13110984

**Published:** 2024-06-05

**Authors:** Zsuzsanna Lichner, Mei Ding, Tarang Khare, Qinghong Dan, Raquel Benitez, Mercédesz Praszner, Xuewen Song, Rola Saleeb, Boris Hinz, York Pei, Katalin Szászi, András Kapus

**Keywords:** ∙ polycystic kidney disease, epithelium-initiated fibrosis, myocardin-related transcription factor, profibrotic epithelial phenotype

## Abstract

Polycystic kidney disease (PKD) is characterized by extensive cyst formation and progressive fibrosis. However, the molecular mechanisms whereby the loss/loss-of-function of Polycystin 1 or 2 (PC1/2) provokes fibrosis are largely unknown. The small GTPase RhoA has been recently implicated in *cystogenesis*, and we identified the RhoA/cytoskeleton/myocardin-related transcription factor (MRTF) pathway as an emerging mediator of epithelium-induced fibrogenesis. Therefore, we hypothesized that MRTF is activated by PC1/2 loss and plays a critical role in the fibrogenic reprogramming of the epithelium. The loss of PC1 or PC2, induced by siRNA in vitro, activated RhoA and caused cytoskeletal remodeling and robust nuclear MRTF translocation and overexpression. These phenomena were also manifested in PKD1 (RC/RC) and PKD2 (WS25/−) mice, with MRTF translocation and overexpression occurring predominantly in dilated tubules and the cyst-lining epithelium, respectively. In epithelial cells, a large cohort of PC1/PC2 downregulation-induced genes was MRTF-dependent, including cytoskeletal, integrin-related, and matricellular/fibrogenic proteins. Epithelial MRTF was necessary for the paracrine priming of the fibroblast–myofibroblast transition. Thus, MRTF acts as a prime inducer of epithelial fibrogenesis in PKD. We propose that RhoA is a common upstream inducer of both histological hallmarks of PKD: cystogenesis and fibrosis.

## 1. Introduction

Autosomal dominant polycystic kidney disease (hereafter PKD) is the most common renal genetic disorder, with a prevalence of 1:500–1000 [1,2]. PKD is caused by loss-of-function mutations in Polycystin 1 (PC1, encoded by *PKD1*, 85%) or Polycystin 2 (PC2, encoded by *PKD2*, 15%). They can form a heteromultimer and act as a chemo- and mechanosensitive complex [3,4], impacting a variety of functions, including cell division and metabolism [5,6,7]. Histologically, the major features of PKD are fluid-filled cysts and progressive renal fibrosis, which ultimately ruin the kidney architecture, leading to End-Stage Renal Disease (ESRD) [8,9]. Intensive work has uncovered the fundamental mechanisms in cystogenesis, linking PC1/PC2 loss-of-function to multiple signaling pathways [10,11,12,13,14]. However, much less is known about the mechanism underlying the accompanying fibrogenesis.

PKD-related fibrosis is a pathologically important biological puzzle: the disease is epithelium-initiated, but affects the mesenchymal compartment. Recent work, including our own, has shown that epithelial injury is a key causative factor in renal fibrosis [15,16,17,18,19,20]. Injured epithelial cells undergo partial epithelial–mesenchymal transition, acquiring a profibrotic epithelial phenotype (PEP) [15]. This state is characterized by cytoskeletal remodeling and the production of profibrotic cytokines/matricellular proteins, which, in turn, induce the surrounding mesenchyme to become matrix-producing fibroblasts and contractile myofibroblasts [15,21,22,23,24]. We and others have shown that MRTF-A and its isoform MRTF-B (MRTF) are key mediators of the initial epithelial reprogramming and consequent mesenchymal response [15,25,26,27,28,29,30,31,32] (reviewed in [33]). Under resting conditions, MRTF resides mostly in the cytosol because it binds G-actin, which masks its nuclear localization sequence (NLS) and promotes its nuclear efflux [34,35,36]. Cellular injury triggers actin polymerization, primarily mediated by the activation of Rho GTPases, such as RhoA. This leads to the dissociation of G-actin from MRTF and its consequent nuclear translocation. In the nucleus, MRTF binds its cognate transcription factor partner, serum response factor (SRF), and the complex drives a set of genes encoding cytoskeletal, matricellular/matrix proteins, and soluble fibrogenic mediators [15,25,27,28,37,38,39,40,41]. In addition, SRF can be switched on by an MRTF-independent mechanism via the ternary complex factors (TCFs) [42], leading to the activation of immediate early genes (c-Fos and c-Myc) regulating cell cycle entry and proliferation, relevant for PKD pathogenesis [43]. 

Remarkably, enhanced RhoA signaling has been recently implicated in PKD as an important input for *cystogenesis*. PC1 loss-of-function was shown to induce RhoA activation [44,45], which, in turn, triggered the Rho kinase- and myosin phosphorylation-dependent activation of the Hippo pathway effector YAP and its paralog TAZ, facilitating cyst formation. c-Myc was identified as a critical YAP target gene driving *cystogenesis* [44]. This scenario raised the intriguing possibility that MRTF, downstream of activated RhoA signaling, might mediate the other major arm: epithelial fibrogenesis. In further support of this hypothesis, a subset of MRTF and YAP target genes is common [15,30,46,47,48], both MRTF and YAP/TAZ contribute to PEP [15,29], and MRTF itself is an upstream transcription factor for TAZ [21,49]. Further, a systems biology approach identified SRF as a major dysregulated transcription factor pathway in PKD [50]. However, it remains to be elucidated whether MRTF is activated/translocated upon PC1/2 loss or in PKD, and whether it is a significant contributor to a fibrogenic signature. Accordingly, our goal was to place MRTF on the “PKD map” and to link it to fibrogenesis. 

Our results show that absent/dysregulated PC1 and PC2 signaling induces the nuclear translocation of MRTF in tubular epithelial cells in a RhoA-dependent manner. MRTF, in turn, facilitates the epithelial expression of cytoskeletal components, integrins, matricellular proteins, and other mediators, thereby priming mesenchymal cells for fibrogenesis. 

## 2. Materials and Methods

### 2.1. Cell Lines and Reagents

LLC-PK1 (clone 4), a porcine proximal tubule cell line, was a gift from Peter Harris (Vanderbilt University School of Medicine, TN) and was used as in our previous studies [28]. Briefly, the cells were cultured in DMEM (11885084, Gibco, Waltham, MA, USA), supplemented with 10% FBS and penicillin–streptomycin (Life Technologies, Carlsbad, CA, USA). Transforming growth factor β1 ((TGFβ), R&D, Minneapolis, MN, USA) treatment was carried out for 24 h in serum-free DMEM media at a 5 ng/mL concentration. 

### 2.2. siRNA-Mediated Silencing

siRNA transfections were performed using Lipofectamine RNAiMax (ThermoFisher Scientific, Waltham, MA, USA), following the manufacturer’s protocol. The cells were transfected at 30–40% confluency. Twenty-four hours post-transfection, the cells were serum-starved for an additional 24 h, and were assayed at 48 h post-transfection. siRNAs were used at the 100 nM final concentration, with the exception of siPC1 (150 nM), siRhoA (50 nM), and siMRTF-A (50 nM). The non-related control siRNA (siNR, Silencing Select Negative Control 1, ThermoFisher Scientific) concentration was matched in each experiment.

### 2.3. Real-Time Quantitative PCR (RT-qPCR)

The total RNA was isolated with RNeasy Mini Kit (Qiagen, Venlo, The Netherlands), following the manufacturer’s protocol. In total, 500–1000 ng of RNA was reverse-transcribed using the iScript Reverse Transcription Supermix (Bio-Rad, Montreal, QC, Canada), and gene expression was quantified using the PowerUP Syber Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) on the QuantStudio 7 Pro system (ThermoFisher Scientific). Relative gene expression was calculated by the ∆∆ Ct method. A melt curve analysis confirmed the amplification of a single product, Table 1.

### 2.4. Western Blot Analysis

Western blot analysis was performed, as described before [28,51], on nitrocellulose membrane. The blots were visualized by Clarity or Clarity Max ECL Western Blotting Substrate (Bio-Rad Laboratories) and Chemidoc Imaging Systems (Bio-Rad Laboratories). Relative protein expression was calculated by ImageLabs (Bio-Rad). Horseradish peroxidase-conjugated secondary antibodies (1:2000) were from Jackson ImmunoResearch Laboratories. The following primary antibodies were used: Polycystin 1 (1:200 sc-130554, Santa Cruz Biotechnology, Dallas, TX, USA), Polycystin 2 (1:500, sc-28331, Santa Cruz Biotechnology), MRTF-A (1:1000, s14760 Cell Signaling Technology, Danvers, MA, USA), and total RhoA (1:1000, 2117S Cell Signaling Technology). GAPDH (sc-47724, Santa Cruz Biotechnology and 6004-1-Ig, Proteintech, Rosemont, IL, USA) or β-actin (A1978, Sigma Aldrich, Burlington, MA, USA) antibodies were used for normalization.

### 2.5. Preparation of GST-Fusion Protein and Rho Activation Assay

The preparation of GST-RBD (RhoA-binding domain (RBD): amino acids 7–89 of Rhotekin) and the Rho affinity assay were described in [52]. The beads were stored frozen in the presence of glycerol. Confluent LLC-PK1 cells were transfected with PC1 or 2 siRNA, and 48 h later, lysed with ice-cold assay buffer containing 100 mM NaCl, 50 mM Tris base (pH 7.6), 20 mM NaF, 10 mM MgCl_2_, 1% Triton X-100, 0.5% deoxycholic acid, 0.1% SDS, 1 mM Na_3_VO_4_, and protease inhibitors. The lysates were centrifuged, and aliquots for determining the total RhoA were removed. The remaining supernatants were incubated with 20–25 µg of GST-RBD at 4 °C for 45 min, followed by extensive washing. Aliquots of total cell lysates and precipitated proteins were analyzed by Western blotting and quantified by densitometry. Precipitated (active) RhoA was normalized using the corresponding total cell lysates.

### 2.6. Immunofluorescence Microscopy and Quantification

Cells were grown on glass coverslips for visual expression analysis or on 96-well plates (Corning) for quantitative image analysis with the ImageXpress Micro 4 System (Molecular Devices, San Jose, CA, USA). The cells were transfected as detailed above. Immunofluorescence staining was performed as described [53]. The following primary antibodies were used: MRTF-A (1:300), active RhoA (1:100, New East Biosciences, King of Prussia, PA, USA), and active ITGB1 12G10 (1:100 ab150002, Abcam, Cambridge, UK). F-actin was visualized by staining with fluorescently labelled phallodin (Phalloidin iFLUOR 555, Abcam) at 1:10,000 dilution for 1 h. The cells were imaged by either a WaveFX spinning-disk microscopy system (Quorum Technologies, Eugene, OR, USA) equipped with an ORCA-Flash4.0 digital camera or by an Olympus IX81 microscope with the Evolution QEi Monochrome camera, both driven by the MetaMorph 7.8 software (Molecular Devices, San Jose, CA, USA). Nuclear translocation was assessed by ImageXpress, driven by MetaExpress software’s inbuilt Multi Wavelength Translocation analysis module, as in our previous work [53]. Briefly, nuclear staining was measured as the mean fluorescence intensity of MRTF-A-specific staining within the DAPI-positive nuclei, and cytoplasmic staining was measured as the MRTF-A-positive fluorescence intensity in a preset ring around the nuclei. The nuclear/cystoplasmic ratio of MRTF-A was arranged in bins incremented by 0.02 (x axis). Active integrin clusters were counted by the MetaMorph software using the Manually Count Objects option. Counts were normalized to the cell number.

### 2.7. Next-Generation Sequencing Transcriptome Analysis

mRNA libraries were prepared using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module, NEBNext^®^ Ultra™ II Directional RNA Library Prep with Sample Purification Beads and NEBNext Multiplex Oligos for Illumina (96) (New England Biolabs, Ipswich, MA, USA). Sequencing was carried out on the NovaSeq SP flowcell SR200 or PE100 (Illumina, San Diego, CA, USA). The data analysis is detailed in Appendix A.

### 2.8. LLC-PK1 and Fibroblast Communication, Collagen Substrate Wrinkling Quantification

Wild-type subcutaneous fibroblasts (WT SCF) were isolated from C57BL/6 mice and cultured on soft substrates with a Young’s elastic modulus of 0.2 kPa. The substrates were generated as described. Subsequently, the substrates were oxygenized and coated with gelatin (2 µg/cm^2^ diluted in PBS) [54]. In total, 2.000 SCF/cm^2^ were seeded and maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin for 6 h prior to synchronization with serum-free DMEM overnight. Conditioned media (CM) was obtained from LLC-PK1 PK1 renal epithelial cells. The epithelial cells were transfected with the indicated siRNAs. Twenty-four hours post-transfection, the media was removed, the cells were washed three times, and fresh serum-free media was added. After 24 h (48 h post-transfection), the CM was collected. Fibroblasts were stimulated with the CM for 48 h. Subsequently, phase-contrast images were taken of the fibroblasts by using a Zeiss Axio Observer Microscope. Cell contractile function, related to % area covered by wrinkles, was analyzed by ImageJ-win64 software (Madison, WI, USA) and the values were normalized to the cell number. 

### 2.9. Animal Tissues and Patient Specimens

Animals were bred and housed at the Toronto General Hospital Research Institute, University Health Network (UHN). Paraffin-embedded blocks of the kidneys of 12-month-old PKD1 RC/RC (n = 3) and control littermates (WT, n = 3), as well as 3-month-old PKD2 WS25/− (n = 6) and control littermates (PKD2 WS25/+, n = 3) [44,55,56], were processed at the Keenan Research Centre for Biomedical Sciences, St Michael’s Hospital. 

Nephrectomy specimens were collected at St Michael’s Hospital and included samples from PKD and RCC patients, following their informed consent. 

### 2.10. Immunohistochemistry and Quantification

Paraffin-embedded sections were stained as described. Antigen retrieval was performed by boiling the section for 5 min in TE buffer. The staining was viewed by an Olympus BX50 microscope, using the Cellsense 1.14 software (Olympus LS, Tokyo, Japan). Stained sections were scanned with Axio Scan Z1 (Zeiss, Jena, Germany) driven by the integrated ZEN Slidescan software, and analyzed by HALO v2.3.2089.23, using the inbuilt Area Quantification and Object Quantification modules. For quantifying CTGF and PDGF-B, 3 animals in each group were used, and DAB staining was quantified by HALO in 5–10 large randomly selected fields. DAB OD was normalized to the number of nuclei in each area. For quantitation of MRTF-A staining, thresholds were set to recognize hematoxylin stain (nuclei) and DAB (MRTF-A), and the average DAB staining intensity was determined for each nucleus. The total scale of DAB OD was divided into 256 evenly distributed intensity bins (X axis), and the frequency for each intensity bin was calculated in Excel. Six PKD2 WS25/− animals and six controls (PKD2 WS25/+ littermates) were analyzed, however one PKD2 WS25/− animal was removed from the quantification because it did not develop renal cysts. Tubules with a diameter over 1.5× the diameter of normal tubules were classified as dilated. Microcysts had flattened epithelial lining and, in general, lacked brush border.

### 2.11. RNAScope

Three-month-old PKD2 WS25/− (n = 3) and control PKD2 WS25/+ littermates (n = 3) were analyzed for MRTF-A and CTGF mRNA expression using 3 μm thin sections of paraffin-embedded kidneys. Staining was carried out by closely following the manufacturer’s protocol; 10% Gill’s hematoxylin was used to stain the nuclei. The stained sections were scanned by Axio Scan Z1 and analyzed using the HALO software v2.3.2089.23. Renal tubules with normal and dilated morphology (n = 15) and cysts (n = 5) were selected for analysis. Thresholds were set for hematoxylin, MRTF-A, and CTGF staining. OD was normalized to the number of nuclei.

### 2.12. Statistical Analysis

Immunofluorescence and Western blot images show representative results of a minimum of three similar experiments or the number of experiments indicated (n). Graphs show the means ± standard error of the mean. Statistical significance was determined by Student’s *t*-test or one-way analysis of variance (Tukey post hoc testing), using Excel2021 or Prism v7.0 softwares (Microsoft, Redmond, WA, USA). Violin plots were generated with the statskingdom.com/violin-plot-maker.html website, including the median and excluding outliers (Tukey) options. Statistical significance was calculated using a one-sample or two-tailed *t*-test, as appropriate. *p* < 0.05 was accepted as significant. Unless indicated otherwise, *, **, and *** correspond to *p* < 0.05, <0.01, and <0.001, respectively.

## 3. Results

### 3.1. PC1 or PC2 Downregulation Activates RhoA and Induces Nuclear Translocation of MRTF

To test whether PC1 or PC2 downregulation affected MRTF signaling, we silenced the corresponding genes in LLC-PK1 tubular cells, using specific siRNAs. This approach efficiently and selectively reduced the expression of the corresponding proteins, allowing for their independent manipulation (Figure 1A and Figure S1). 

To assess whether these proteins impact RhoA activity in our cellular system, we measured the level of active (GTP-bound) RhoA using a GST-Rhotekin pull-down assay, as previously performed [52]. Active RhoA (normalized to total RhoA) was significantly elevated upon PC1 loss [44,45], and similar results were obtained for PC2 (Figure 1B). Quantitative immunofluorescence staining with an active RhoA-specific antibody corroborated these results (Figure 1C). Loss of PC1 or PC2 resulted in dramatic cytoskeletal remodeling, characterized by the formation of strong actin stress fibers (Figure 1D). This was accompanied by a substantial nuclear translocation of MRTF. Both changes were prevented/mitigated by the concomitant downregulation of RhoA (Figure 1D). These qualitative observations were quantified by two means. First, by visual inspection, using a tripartite compartmental distribution (cytosolic, nuclear, or both/even) of MRTF. While MRTF was predominantly cytosolic under control conditions, it exhibited a significant shift to the nucleus upon the loss of PC1 or PC2. This was reversed by RhoA downregulation (Figure 1E). Second, to overcome regional heterogeneity, the distribution of single-cell nuclear/cytosolic MRTF ratios was automatically determined in large cell populations (detailed in Section 2). PC1 or PC2 silencing resulted in a shift toward higher N/C ratios (black vs. red curves), which was strongly mitigated by RhoA silencing (Figure 1F). The cumulative frequency of N/C ratios ≥1.4 (univocally assessed as “nuclear MRTF” by visual inspection) showed a ≈6-fold rise in PC1- or PC2-silenced cells relative to controls; this change was abolished by RhoA downregulation (Figure 1G). Together, these results show that the loss of PC1 or PC2 induces robust RhoA-dependent MRTF translocation into the nucleus. 

### 3.2. PC1/2 Loss Elevates MRTF Expression 

During these experiments, we noted that PC loss affected not only the distribution, but also the total expression of MRTF. Indeed, MRTF-A immunostaining significantly increased both in PC1- and PC2-silenced cells (Figure 2A,B), a finding confirmed by the Western blots (Figure 2C). This rise was, at least in part, due to increased MRTF gene transcription, since PC1 and PC2 downregulation significantly elevated the message for both *MRTF-A* and *MRTF-B* (Figure 2D). These findings imply that PC1/2 loss facilitates MRTF signaling both at the level of activation/nuclear translocation and that of total expression. 

### 3.3. MRTF in Action upon PC Loss in the Epithelium: A Targeted Approach 

Next, we addressed the functional significance of the observed changes. As an initial strategy, we concentrated on genes that satisfied each of the following criteria: they were shown to be (a) PC-sensitive [50,57], (b) MRTF targets [37], and (c) involved in fibrogenesis/PEP. The downregulation of PC1 (Figure 3A, left panels) or PC2 (Figure 3A, right panels) significantly enhanced the mRNA expression for matricellular proteins/fibrogenic mediators, such as transgelin (TAGLN) (see also Figure S1 for alternative PC1 and PC2 siRNAs), CTGF, and CYR1. The downregulation of MRTF-A strongly reduced *TAGLN* and *CTGF* expression upon *PC1* or *PC2* silencing, and significantly decreased *CYR61* expression in *PC1*- but not in *PC2*-downregulated cells (Figure 3A). Efficient *MRTF-A* downregulation was not altered by the concomitant silencing of *PC1* or *PC2* (Figure S1B). The impact of MRTF-A was preserved when *PC1/2*-downregulated cells were exposed to TGFβ1, the most potent fibrogenic cytokine. Of note, TGFβ1 is elevated in PKD and plays a pathogenic role in the disease [58,59]. 

TGFβ1 potentiated/augmented the effect of PC1/PC2 loss for each of these three genes, and MRTF significantly reduced the combined effect of these stimuli, except for PC2-downregulation-induced *CYR61* expression (Figure 3A). PC1 or PC2 loss also stimulated the expression of *ANXA1* and *RASSF2* in an MRTF-A-dependent manner (Figure 3B), although these were not stimulated by TGFβ1. We used the most responsive gene, *TAGLN*, to test RhoA and SRF dependence as well. The downregulation of either efficiently reduced PC1/2 loss-provoked *TAGLN* expression (Figure 3C,D). MRTF-B also contributed to these responses, because its silencing also mitigated the PC1- or PC2-loss-triggered increase in *TAGLN*, *CTGF*, and *CYR61*. Interestingly, in *PC2*-downegulated cells, *CYR61* mRNA expression was selectively sensitive to MTRF-B depletion (Figure 3E,F). 

Next, we quantified mRNA expression for some pro-inflammatory genes, aware that MRTF can physically associate with and inhibit NFκβ [60,61]. PC2 downregulation stimulated *TNFα, CCL2*, and *IL1β* expression, while it did not alter *IL1α* mRNA levels. MRTF-A silencing significantly *potentiated* the effect of PC2 loss on TNFα and IL1β and increased *IL1α* mRNA expression (Figure 3G). Thus, MRTF is an important contributor to the PC-loss-induced expression of key fibrogenic/PEP genes (Figure 3F) and a suppressor of some proinflammatory genes, shifting the balance from acute epithelial inflammatory responses to fibrosis. 

### 3.4. MRTF in Action upon PC Loss: A General Approach

To assess the role of MRTF in the molecular pathogenesis of PKD from a wider angle, we performed RNA-Seq. 

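RNA was sequenced from LLC-PK1 cells, a porcine proximal tubule epithelial line, 48 h after transfection with small interfering RNAs. The control cells received a non-related siRNA (siNR, 200 nM). The others received an siRNA against polycystin-1 (siPC1, 150 nM) or polycystin-2 (siPC2, 100 nM), alone or together with an siRNA against MRTF-A. The dose of siMRTF-A is 100 nM in the legend of Figure 4 and 50 nM in the Methods. By their labels, 4 libraries were siNR, 5 siPC1, 3 siPC2, 4 siPC1+siMRTF-A and 4 siPC2+siMRTF-A. The legend of Figure 4 gives n = 3, 4, 4, 5 and 4 for the same groups, and the heatmap in Figure 4E draws 4, 5, 3, 4 and 4 columns. All 20 labelled libraries were used here. The libraries are numbered 1 to 4 within each group, apart from an extra siPC1 library named A2 and siPC2, which has no number 1. No group received siMRTF-A without siPC1 or siPC2.

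The authors quantified the reads with Salmon against the pig coding sequences, so that reads from untranslated regions were not counted, and deposited the estimated count of each Ensembl transcript in each library without normalization. The table lists 46295 transcripts, of which 8733 have a count of 0 in every library. It gives transcript identifiers only, and the files do not pair them with gene names, so the values are given by transcript and no gene is named. The total estimated count per library ranged from 35523102 to 50599719 for siNR (median 39795328), from 22874625 to 52367885 for siPC1+siMRTF-A (median 44383790) and from 36981625 to 71007731 for siPC2+siMRTF-A (median 42974268). The siPC1 totals were 4421001, 46931983, 36411332, 27984278 and 42023720 for replicates 1, 2, 3, 4 and A2, and the siPC2 totals were 11790504, 36740001 and 28842912 for replicates 2, 3 and 4. No pair of libraries in a group had counts within sampling noise of each other, with a chi-square per degree of freedom of at least 9.30. Each library was therefore counted as 1 replicate. The lowest value was that of siPC1 replicates 1 and A2. This measure is smaller in shallow libraries, and replicate 1 had the lowest total, with a value of 11.8 also against siPC1 replicate 3. The low value is therefore not a sign that replicates 1 and A2 are unusually alike. Libraries made separately from the same culture are not excluded by the chi-square values, so the number of separate siPC1 cultures is not known.

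**Figure D1:**
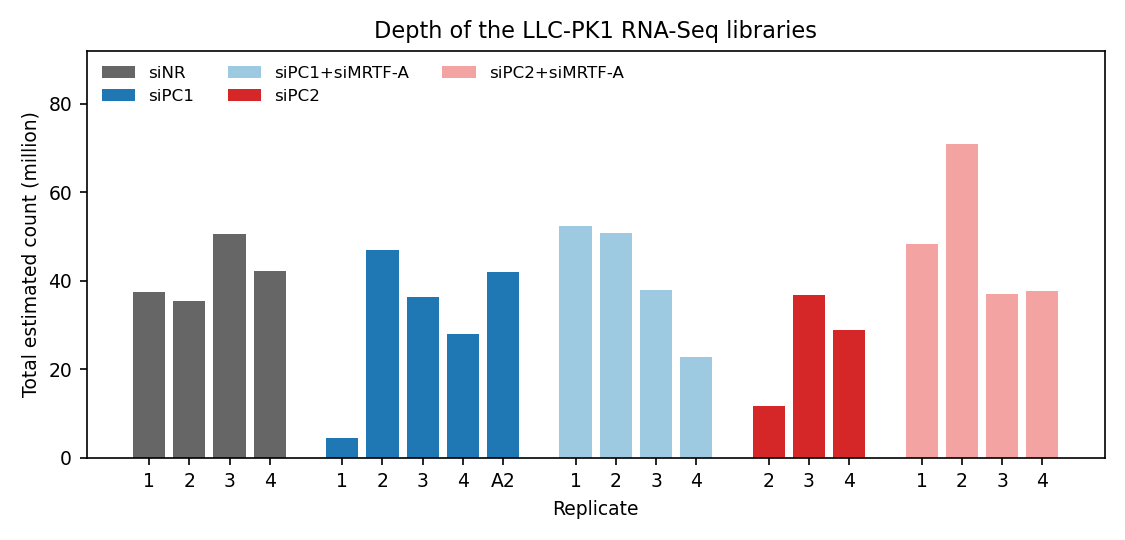
Total estimated count of each library (vertical axis) by replicate name (horizontal axis), colored by group. siPC1 replicate 1, with 4421001, and siPC2 replicate 2, with 11790504, are the lowest bars.

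The estimated counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test in one model of the 5 groups, with TMM normalization and edgeR's filter on low counts, which kept 27702 transcripts. The thresholds were those of the legend of Figure 4 and Appendix A. A transcript was called changed at a Benjamini-Hochberg adjusted p of at most 0.05, an absolute log2 fold change above 0.6 and a mean normalized count over all libraries of at least 50, which 20212 transcripts reached. Because reads that fit several transcripts of a gene are divided among them by estimation, a change in one transcript can reflect how these reads were divided.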

We focused on genes that (a) were upregulated upon PC1 *or* PC2 silencing *and* (b) were MRTF-dependent. Three complementary analysis methods were used to identify such PKD-related and MRTF-dependent events (Figure 4A and Appendix A). 

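Compared with siNR, 4142 transcripts were higher and 3645 lower in siPC1-transfected cells, and 3333 were higher and 2800 lower in siPC2-transfected cells (edgeR's quasi-likelihood test, adjusted p of at most 0.05). Of the transcripts raised by siPC1, 59.5% were also raised by siPC2 and 0.362% were lowered by it. The split between higher and lower transcripts depended on the tool and on the scaling. With DESeq2, more transcripts were lower than higher in both comparisons. It called 3948 higher and 3978 lower with siPC1, and 3150 higher and 3290 lower with siPC2. Scaled by the library totals alone, 5090 transcripts were higher and 2790 lower with siPC1, and 4380 were higher and 1965 lower with siPC2, because the median log2 fold change moved up by 0.14 in both comparisons. The counts depended most on how the fold change was used. Without a fold threshold, 6195 transcripts were higher and 5649 lower with siPC1, and 5182 were higher and 4488 lower with siPC2. A test against a log2 fold change of 0.6 (edgeR's glmTreat), in place of a threshold on the estimate, left 2636 higher and 2246 lower transcripts with siPC1, and 1815 higher and 1296 lower transcripts with siPC2. When each library was left out in turn, the number of transcripts raised by siPC1 stayed between 3907 and 4289, and the number raised by siPC2 between 3059 and 3486. The addition of siMRTF-A changed fewer transcripts. Compared with siPC1 alone, 306 transcripts were lower and 327 higher in siPC1+siMRTF-A cells. Compared with siPC2 alone, 256 were lower and 184 higher in siPC2+siMRTF-A cells. Scaled by the library totals alone, 337 were lower and 288 higher on adding siMRTF-A to siPC1, so which direction held more transcripts changed with the scaling, and 234 were lower and 182 higher on adding it to siPC2.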

First, we identified differentially expressed genes/transcripts (DEG) that were significantly elevated upon *PC1* or *PC2* downregulation *and* significantly suppressed by concomitant *MRTF* silencing. The corresponding 130 (PC1/MRTF) and 128 (PC2/MRTF) transcripts are shown in (Figure 4B). 

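In the deposited counts, 108 transcripts were raised by siPC1 and lowered by the addition of siMRTF-A, and 97 transcripts were raised by siPC2 and lowered by the addition of siMRTF-A, each called in both comparisons by edgeR's quasi-likelihood test. In the siPC1 set, the log2 rise over siNR ranged from 0.60 to 6.63 (median 1.20), and the log2 change on adding siMRTF-A from -0.60 to -2.92 (median -0.83). In the siPC2 set, the rise ranged from 0.61 to 5.95 (median 1.12) and the change on adding siMRTF-A from -0.60 to -5.92 (median -0.87). With siMRTF-A, the siPC1 set stood at a median log2 fold change of 0.31 over siNR and the siPC2 set at 0.24. There, 36 transcripts of the siPC1 set and 26 of the siPC2 set were still called above siNR, and 6 and 1 transcripts, respectively, were called below it. The libraries with and without siMRTF-A did not overlap for 103 of the siPC1 set and for all 97 of the siPC2 set. Transcripts called by the test are selected for such a separation, so it is not a further test.

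The largest fall among the separated transcripts of the siPC1 set was that of ENSSSCT00000048745.2. Its normalized count was 496 ± 37.7 (SD, n = 4) with siNR, 754 ± 127 (SD, n = 5) with siPC1 and 99.3 ± 5.75 (SD, n = 4) with siPC1+siMRTF-A. Its log2 fold change was 0.61 (standard error 0.12, edgeR adjusted p = 0.000525) for siPC1 against siNR and -2.92 (standard error 0.14, edgeR adjusted p = 6.34e-10) on adding siMRTF-A. The rise lies close to the threshold of 0.6. It was 0.57 with DESeq2, 0.54 without siNR replicate 2 and 0.50 without siPC1 replicate 4, so the transcript leaves the set in these fits. With siPC2 its rise was not called (log2 fold change 0.14, edgeR adjusted p = 0.477), while it fell by a log2 fold change of -2.54 on adding siMRTF-A to siPC2 (edgeR adjusted p = 1.12e-08). Its normalized count was 93.5 ± 17.6 (SD, n = 4) with siPC2+siMRTF-A, so in both arms the fall went below the siNR level. The paper reports that PC silencing raises MRTF-A mRNA, so a transcript of the siRNA's own target could show this pattern. Without gene names this was not testable. The largest fall in the siPC2 set was that of ENSSSCT00000054750.3, whose normalized count was 17.1 ± 20.9 (SD, n = 4) with siNR, 598 ± 23.9 (SD, n = 3) with siPC2 and 9.59 ± 6.64 (SD, n = 4) with siPC2+siMRTF-A. Its log2 fold change on adding siMRTF-A was -5.92 (standard error 1.37, edgeR adjusted p = 0.0157), and the adjusted p reached 0.0529 in the fits that left out 1 library. The 5 largest falls ranged from -1.97 to -2.92 in the siPC1 set and from -2.01 to -5.92 in the siPC2 set.

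The sets also depended most on how the fold change was used. Without a fold threshold they held 522 transcripts for siPC1 and 309 for siPC2. Testing against the threshold with glmTreat left 19 transcripts for siPC1 and 15 for siPC2, all of them among the transcripts above. When each library was left out in turn, the siPC1 set held between 97 and 125 transcripts and the siPC2 set between 77 and 109. Libraries of different groups with the same replicate number deviated together from their group means with a mean Spearman correlation of 0.11 over 36 pairs, against -0.03 over 108 pairs with different numbers. The mean was 0.33 over the 6 pairs numbered 1, and siPC1 A2 had a mean of 0.37 with number 1 of siNR and of both siMRTF-A groups, a likeness that a block by replicate number does not cover. With the replicate number as a replicate block and siPC1 A2 left out, the sets held 121 and 110 transcripts, of which 98 and 91 were among those called without the block. The call of ENSSSCT00000054750.3 on adding siMRTF-A was lost in that fit (log2 fold change -5.51, edgeR adjusted p = 0.103).

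**Figure D2:**
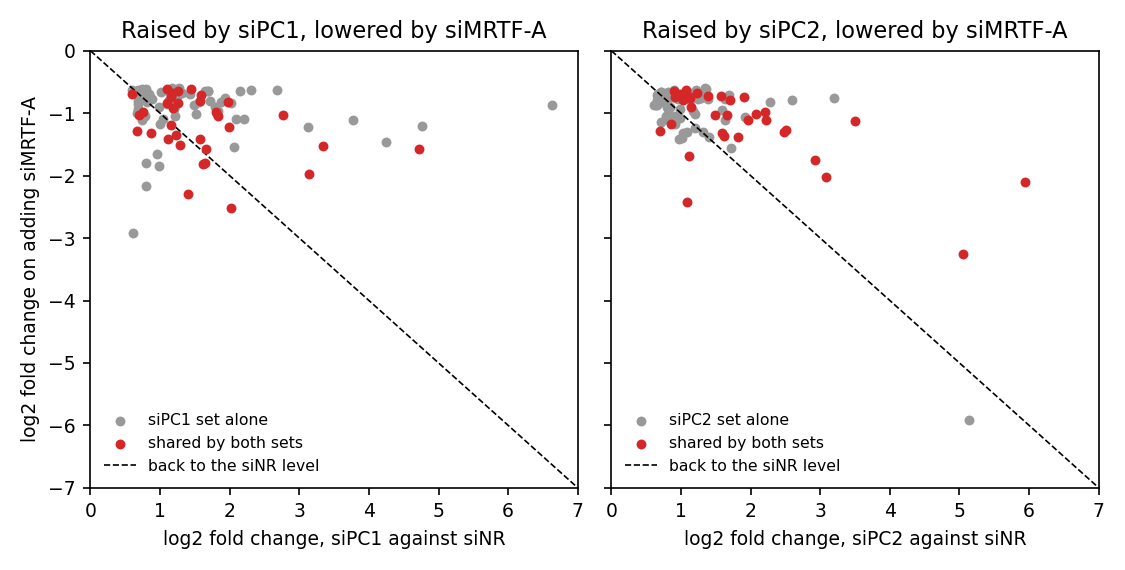
Each point is a transcript of the siPC1 set (left) or the siPC2 set (right), placed by its log2 fold change for PC silencing against siNR (horizontal axis) and on adding siMRTF-A (vertical axis). Red points belong to both sets. Points above the dashed line, on which siMRTF-A returns a transcript to its siNR level, stay above siNR. The median falls are -0.83 and -0.87.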

Common enriched biological processes included epithelial cell migration, wound healing, and cell contractility, in line with the key role of MRTF in early epithelial injury responses (Figure 4C and Figures S2–S4).

Second, Gene Set Enrichment Analysis (GSEA) (Figure 4D) indicated that the actomyosin cytoskeleton was among the most significant MRTF-dependent PKD-associated GO terms. The presence of closely related categories (microtubules and supramolecular polymers) underlines the relationship between PKD, cytoskeletal reorganization, and MRTF. GSEA also identified the ‘mitochondrial matrix’ and ‘organelle assembly’ as MRTF-supported categories. The MRTF dependence of these is of special interest, as altered cellular metabolism is a hallmark of PKD [62,63]. Moreover, MRTF emerged as a significant negative regulator of the early immune response.

Third, we utilized Weighted Gene Co-expression Network Analysis (WGCNA) to identify unbiased positive and negative correlation patterns. Among the resulting 90 modules, 6 matched our expression criteria, supplemented with the extra-requirement that PC1 *and* PC2 loss should act concordantly. 

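The co-expression modules themselves were not rebuilt here. The expression criteria that the paper set for them were applied to single transcripts. Both siPC1 and siPC2 raised 33 transcripts that the addition of siMRTF-A lowered in both arms. Their median log2 fold change was 1.40 for siPC1 and 1.60 for siPC2 against siNR, and -1.05 and -1.03 on adding siMRTF-A to siPC1 and to siPC2 (each called by edgeR's quasi-likelihood test). The mirror-image pattern, lowered by both siPC1 and siPC2 and raised by siMRTF-A in both arms, was met by 14 transcripts.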

Of these, ME18 was ranked first, and it was the second most significant among all the 90 modules (Figure 4E). ME18-related biological processes reflected the previously identified themes (cell junction, microtubules, cytoskeletal organization, cell projection assembly, and cell motility) (Figure 4F).

Considering the common cis-elements in the target genes, SRF-binding sites were highly enriched in the MRTF-dependent, PKD-related gene promoters, as expected. Interestingly, the recognition elements of innate-immune-response-related transcription factors (particularly NFκB) were also significantly enriched, concordant with the DEG analysis, suggesting that MRTF inhibits NFκB (Figure 4G–H).

Finally, we confirmed the PC1/2 status-independent downregulation of *MRTF-A* by siRNA and the concomitant suppression of the PC1/2 loss-promoted *TAGLN* and PC1-specific response of *CYR61* [64,65,66]. In addition, we also showed the MRTF-dependent behavior of *Col4A2*, a basement membrane component, the expression of which was shown to increase in renal fibrosis [15] (Figure 4H). Thus, RNA-Seq indicated that MRTF significantly contributes to PKD-associated transcriptome alterations in our epithelial cell model system by enhancing cytoskeletal reorganization and matricellular proteins, which are key features of PEP. In addition, it regulates mitochondrial organization and metabolism and mitigates the acute innate immune response.

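Of the transcripts raised by siPC1, 2.61% were lowered by the addition of siMRTF-A, against 1.70% of those lowered by siPC1 and 1.09% of those called neither way. Of the transcripts raised by siPC2, 2.91% were lowered by the addition of siMRTF-A, against 1.29% of those lowered by siPC2 and 0.874% of those called neither way. Changes in the other direction were also more frequent among the transcripts that PC silencing had changed. Adding siMRTF-A raised 2.32% of the transcripts raised by siPC1, 3.13% of those lowered by it and 0.942% of those called neither way. For siPC2 these shares were 0.990%, 3.29% and 0.419%. The siPC libraries enter both comparisons, so these shares are not independent of each other. The transcripts could not be assigned to cytoskeletal or matricellular genes here, because the files do not pair the identifiers with gene names. The paper reports transcripts that rose on PC1 or PC2 loss and fell with MRTF silencing, with cytoskeletal and contractile terms enriched among them. It also reports the gene set analysis, the co-expression module ranked first, and sites for SRF and NFκB enriched in the promoters. Profiles of single genes follow in Figure 4H (MRTF-A, TAGLN, CYR61, Col4A2 and genes of innate immunity). From its RNA-Seq it infers, for its epithelial cell model system, that MRTF contributes to the PKD-associated transcriptome through cytoskeletal reorganization and matricellular proteins. The paper further infers that MRTF acts on mitochondrial organization and metabolism and dampens the acute innate immune response.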

### 3.5. Integrin β1 (ITGB1) and MRTF-A Form a Feed-Forward Loop and Regulate Profibrotic Gene Expression

Our transcriptome sequencing data also indicated that PC loss stimulated the expression of ITGB1 (Figure 5A). Relevantly, the deletion of *ITGB1* dramatically reduced cystogenesis and fibrosis in *Pkd*1 fl/fl, Aqp2-Cre animals [66]. Further, *ITGB1* is a known direct MRTF target, whose promoter harbors a CARG box [67,68]. Using qPCR, we verified that PC1 and PC2 knockdown increased *ITGB1* mRNA expression. This transcriptional change was partially MRTF-A-dependent (Figure 5B). Moreover, ITGB1 *activity* was also affected by PC loss; using an activation-specific ITGB1 antibody (12G10), we observed a major increase in the number of active ITGB1 clusters, visualized as parallel thin lines in PC1- or PC2-silenced cells. A similar effect was observed upon the addition of manganese (Mn^2+^), a pan-integrin activator, which was used as a positive control (Figure 5C) [69]. Importantly, Mn^2+^ treatment alone was sufficient to prompt MRTF-A nuclear accumulation and robust *TAGLN* expression (Figure 5C–F). To assess the potential contribution of ITGB1 to MRTF translocation, we treated the cells with *ITGB1* siRNA, which resulted in a ≈70% drop in *ITGB1* mRNA (Figure 5E, left panel). This treatment efficiently suppressed the Mn^2+^-induced nuclear accumulation of MRTF (Figure 5E,F), and significantly but modestly mitigated PC1- or PC2-loss-provoked MRTF translocation (Figure 5G,H). Together, these findings imply that PC1/2 loss elevates the level and activity of ITGB1, and integrin activation is sufficient to induce MRTF translocation, which could contribute to (but is likely not indispensable for) this effect. Thus, while ITGB1 and MRTF can mutually activate each other, MRTF can also be triggered by other pathway(s) downstream of PC loss (see Discussion). 

### 3.6. The Role of MRTF in Paracrine Epithelial–Mesenchymal Communication upon PC Loss 

To assess whether PC loss can elicit a functional PEP state inducing fibroblast–MyoF transition [15,16,19,70]), and to test whether this might occur in an MRTF-dependent manner, we employed a bioassay. Conditioned media derived from control or siPC1-transfected epithelial cells were transferred onto fibroblasts, and the ensuing fibroblast–MyoF transition was determined based on the capacity of MyoF to contract and wrinkle the underlying soft substrate [54,71] (Figure 6A). The conditioned media of the siPC1-transfected cells induced a strong wrinkling capacity in the fibroblasts. Importantly, the conditioned media derived from cells exposed to the simultaneous knockdown of MRTF-A and PC1 lacked this effect (Figure 6B). Thus, PC loss induces the profibrotic paracrine PEP state in an MRTF-dependent manner.

### 3.7. The MRTF Pathway Is Activated In Vivo in Various Forms of PKD 

To assess whether PKD affects MRTF distribution in vivo, we analyzed two established adult-onset mouse models, *Pkd2* WS25/− and *Pkd1* RC/RC [44,55,56] (Figure 7A). *Pkd2* WS25/− is a compound heterozygous model, wherein the somatically unstable WS25 allele undergoes high rates of recombination, resulting in the loss of *Pkd2* and leading to early cystogenesis (within 3 months) [56]. *Pkd1* p.R3277C (RC) is a functional hypomorphic mutation, causing cystogenesis and fibrosis at 12 months of age. Because the younger (3 months) *Pkd2* WS25/− cohort showed more concordant results, this model was analyzed in more detail. The active RhoA levels were significantly higher in the *Pkd2* WS25/− kidneys compared to their corresponding controls (Figure 7B). As expected, the *Pkd2* WS25/− kidneys were histologically characterized by a large number of dilated tubular structures and cysts (Figure 7C, upper panes). Remarkably, robust nuclear MRTF accumulation was observed in a subset of epithelial cells, predominantly in dilated, precystic tubules (Figure 7C). Nuclear MRTF accumulation appeared to be much less and more homogenous in the control animals (Figure 7C). It is worth noting, however, that pathological tubular structures in the PKD animals were interspersed among normal ones (with low nuclear MRTF staining), reflecting the inherent variance in PKD1 dosage and *PKD2* genomic rearrangements, as suggested before [55,56]. In addition to tubular MRTF accumulation, there was a striking general (cytosolic and nuclear) upregulation of total cellular MRTF-A expression in the cyst-lining epithelium (Figure 7C and Figure S5A). Concordant with these qualitative observations, both the total cortical (Figure 7D) and cystic (Figure 7E) MRTF expressions were significantly higher in the PKD2 kidneys than in the corresponding controls, and they were much higher in the cysts than in the normal regions of the PKD2 kidneys (Figure 7E). Similar observations (i.e., marked nuclear MRTF accumulation in the tubules and overexpression in the cysts) were made in the PKD1 animals as well (Figure 7C, lower panes, Figure 7D). In accordance with these results, the PKD patients’ samples also exhibited strong MRTF-A staining in the cystic epithelium (Figure S6). 

Considering that kidneys show focal heterogeneity in nuclear MRTF accumulation, we sought to compare this parameter quantitatively in the whole kidney sections of normal, PKD2, and PKD1 animals. Therefore, the distribution of nuclear MRTF-A (averaged for all animals tested with whole kidney slices, >300,000 cells/kidney) was measured by the HALO image analysis platform. A substantial shift towards higher nuclear intensities (OD) was observed in both PKD2 and in PKD1 kidneys, compared to the corresponding healthy controls (Figure 7F, Figures S5B and S7). The OD corresponding to the maximum of the distribution curve in the PKD mutant animals was selected as a threshold defining a ‘high’ MRTF-A nuclear presence. As shown in the insets, a significantly larger percentage of cells exhibited a ‘high’ nuclear MRTF-A expression in the PKD mutant kidneys than in the controls (Figure 7F). 

### 3.8. CTGF Expression Shows Spatial Correlation with Increased MRTF Expression 

Under physiological conditions, only stromal cells express CTGF in the kidneys. CTGF participates in ECM-associated profibrotic signaling by binding cell surface receptors (integrins), growth factors (TGFβ and BMPs), and ECM proteins (fibronectin) [72,73,74]. Further, both CTGF and PDGF expression are regulated by MRTF/SRF [29,32,75], constituting a positive profibrotic feedback loop in the epithelium. IHC quantification confirmed that CTGF and PDGF expression were elevated in the tubules of the PKD2 mutant animals compared to those of the control littermates (Figure 8A,B). 

We reasoned that, if MRTF directly drives *CTGF* transcription, the corresponding messages should show a spatial correlation; therefore, we compared *MRTF-A* and *CTGF* spatial mRNA expression on consecutive sections using RNAScope. *MRTF-A* mRNA expression was greatly upregulated in the dilated tubules, the adjacent stroma, and the cyst-lining epithelium of the PKD2 kidneys, contrasting the minimal expression in the normal tubules of the same animals and the control kidneys (Figure 8C–E).

Importantly, *MRTF*-positive epithelial cells ubiquitously expressed *CTGF* (Figure 8F–I), with a strong positive correlation between tubular *MRTF* and *CTGF* expression (Figure 8J). These tubules were typically localized in the vicinity of cysts and stromal areas with a strong *CTGF* expression. Altogether, the mRNA expression of *MRTF-A* and *CTGF* spatially overlapped, strengthening the potential role of MRTF in the epithelial initiation of profibrotic signaling.

## 4. Discussion

The current study reveals that the RhoA/cytoskeleton/MRTF pathway, a key initiator of epithelial fibrogenesis, is activated in PKD. Thus, MRTF emerges as a significant mediator of PKD-related fibrosis, one of the hallmarks of the disease. MRTF facilitates PEP and the consequent paracrine response, leading to fibroblast–myofibroblast transition in the adjacent stroma. From a broader perspective, PKD is a prominent example of epithelial-injury-initiated fibrogenesis, a process that has been shown to be sufficient for tubulointerstitial fiborosis [16,17,76,77,78,79].

Nuclear MRTF translocation is the direct consequence of PC-loss-induced RhoA activation and cytoskeleton remodeling. We showed that the knockdown of PC2, similarly to that of PC1 [44,76], activates RhoA. Increased RhoA activity can be due to the activation of RhoGEFs and/or the inhibition of RhoGAPs, and both mechanisms have been proposed in PKD [44,45]. How can PC1/PC2 loss affect these processes? One possibility involves heterotrimeric G proteins, particularly G_α12_, which is activated by PC1 loss [80,81,82,83,84], which is necessary for PKD pathogenesis [85] and can directly stimulate LARG, a GEF implicated in PC1-downregulation-induced RhoA activation [44]. A non-exclusive alternative entails ITGB1, which is overexpressed in PKD−/− animals, indispensable for cystogenesis and fibrosis [66], and can stimulate several GEFs (LARG and GEF-H1) [9,86,87,88]. We showed that the downregulation of PC1/2 activates ITGB1 and triggers its partially MRTF-dependent overexpression. 

While PC-loss-induced ITGB1 activation may not be a prerequisite for initial RhoA activation/MRTF induction, sustained ITGB1 activation/expression (promoted by increased cell contractility, stretching of the cyst wall, or ECM stiffening [9,89]) may signify a potent feed-forward mechanism. Furthermore, matricellular proteins, such as CTGF [90,91] and periostin [87,92,93], secreted by altered tubules and cysts, can directly activate other integrins, e.g., [94,95,96], and we showed that pan-integrin stimulation is sufficient to provoke strong MRTF nuclear translocation. Taken together, future studies should define the critical upstream RhoA-activating mechanisms in PKD and the contributions of various integrins in the initial and feed-forward activation of the RhoA/MRTF pathway. 

We show that dysregulated/lost PC signaling induces not only nuclear translocation, but also the overexpression of MRTF in tubular cells and the cyst-lining epithelium in vitro and in PKD1 and 2 mutant animal models. The underlying mechanisms are unknown, but it is worth mentioning that both β-catenin and YAP signaling are upregulated in PKD and other fibrotic diseases, and both can drive MRTF expression [91,97,98]. Conversely, MRTF is a direct inducer of TAZ expression [30,37]. Indeed, multilevel crosstalk exists between MRTF and YAP/TAZ, wherein these factors can target the same genes and regulate each other’s expression/activity/function [25,28,30,46,99,100], including MyF differentiation [97]. Thus, the MRTF-YAP/TAZ synergy constitutes yet another positive feedback loop. 

Our targeted gene expression studies and unbiased transcriptome analysis indicated that a substantial cohort of PC1/2 loss-regulated genes are MRTF-sensitive. These encode cytoskeletal components, matricellular proteins/fibrogenic mediators, and regulators of cell contractility and integrin signaling, many of which have been implicated in organ scarring. These findings are consistent with the previously demonstrated roles of MRTF (reviewed in [33]) and the prominence of SRF as a key transcriptional hub in PKD [50]. Moreover, our approaches assigned two novel functions to MRTF in this context. The first regards the expression of genes governing mitochondrial functions/metabolism. This new aspect requires further studies, given that PKD is characterized by robust metabolic changes (reduced OXPHOS and increased glycolysis) and alterations in mitochondrial shape and function [14,62,63,101,102]. The other possible function of MRTF is the *suppression* of inflammatory genes via the negative regulation of relevant transcription factors (e.g., NFκB, as raised before [60,61]). This may signify a role of MRTF as a switch between the inflammatory and the fibrotic aspects of PKD. In addition, the MRTF-dependent gene sets and GO categories, while overlapping, are not identical for PC1 vs. PC2 loss (Figure S4). This highlights the PKD-type specific roles of MRTF. 

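Among the 2463 transcripts raised by both siPC1 and siPC2, 73 were lowered by siMRTF-A after siPC1 and 50 after siPC2. The overlap between these groups was larger than the 1.48 transcripts that independent draws would give (odds ratio 114, one-sided Fisher's exact test, p = 6.14e-42), although transcripts are not independent replicates. Outside the overlap, 75 transcripts belonged to the siPC1 set alone and 64 to the siPC2 set alone. Of the 75 transcripts, 70 also had a negative log2 fold change on adding siMRTF-A to siPC2, and of the 64, 60 also had a negative one on adding siMRTF-A to siPC1. The difference between the arms was tested directly as an interaction, the siMRTF-A effect after siPC1 minus that after siPC2. It was called for 82 of all transcripts tested, 46 in the positive and 36 in the negative direction, and for 3 transcripts of each set outside the overlap (edgeR's quasi-likelihood test). The interaction leaves out the rise over siNR, which membership of a set also requires. A transcript can therefore lie outside the overlap because its rise was called in a single arm. The interaction does not measure how far the sets differ in this respect. With DESeq2, the interaction was called for 271 transcripts, and with the replicate block for 88. Leaving out each library in turn gave between 38 and 96.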

While we started to unravel the spatial correlation between MRTF expression and fibrogenic cytokine production, spatial transcriptomics studies should extend these findings in the future. 

## 5. Conclusions

What is the significance of fibrosis in the overall pathology of PKD? A recent elegant report argues that fibrosis, per se, may inhibit cyst formation by mechanically restricting cyst growth, but it worsens survival [59]. These findings argue that combatting fibrosis is an important therapeutic option in PKD. Our proof-of-principle studies demonstrate that MRTF is activated upon PC loss and in PKD, and suggest that it acts as a significant mediator in the pathobiology of the disease. However, future functional studies should test how genetic or pharmacological interference with MRTF affects various aspects (inflammation, cytogenesis, and fibrosis) of the disease, and discern if MRTF is a viable drug target for the treatment of PKD. 

## Figures and Tables

**Figure 1:**
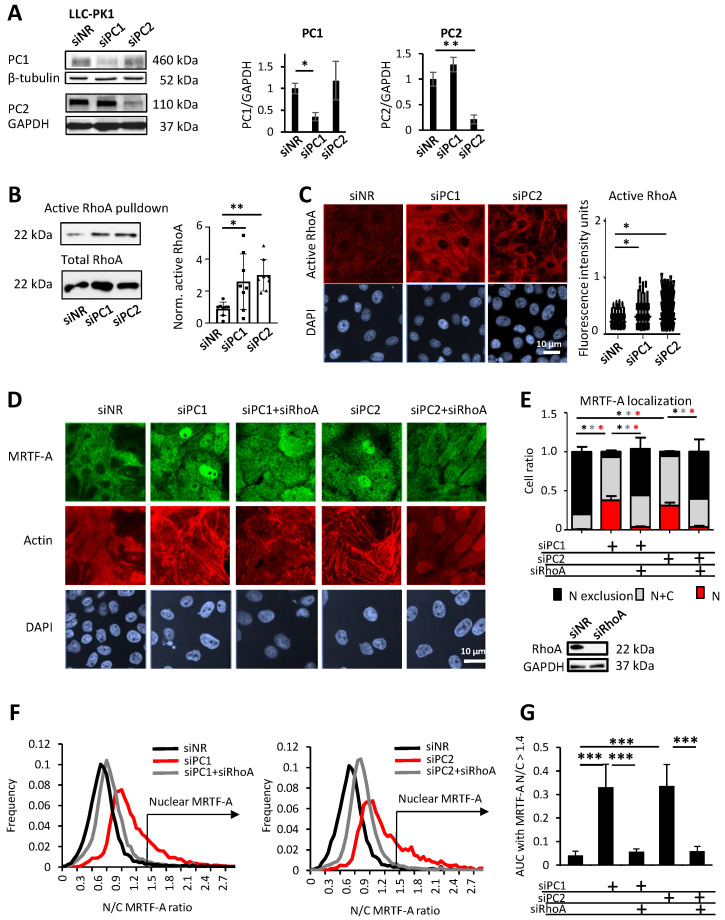
Loss of Polycystin 1 or 2 activates RhoA and leads to RhoA-dependent cytoskeletal remodeling and nuclear accumulation of MRTF-A. (**A**) PC1 or PC2 were silenced in LLC-PK1 cells with the corresponding siRNAs (150 nM and 100 nM, respectively, 48 h), without altering each other’s expression, as assessed by Western blot analysis. PC/GAPDH ratios are presented in the right panel. (**B**) Active RhoA was detected by GST-Rhotekin binding domain precipitation assay. Active RhoA precipitates and total cell lysate blots were probed with a RhoA-specific antibody. Fold change was normalized against the active RhoA/total RhoA ratio of control siRNA-transfected cells (non-related siRNA or siNR) (n = 8). (**C**) Cells were transfected as above. After 48 h, active RhoA was detected by immunofluorescence, using an antibody specific for the active, GTP-bound form. Representative images are shown for each indicated condition. Fluorescence intensity was quantified in individual cells using ImageJ. (**D**,**E**) PC1 (150 nM siRNA) or PC2 (100 nM siRNA) were silenced alone or concomitantly with RhoA (50 nM siRNA), as indicated. MRTF-A subcellular localization was assessed by immunofluorescent staining in each condition. In parallel, F-actin was visualized by staining with iFLUOR555-labelled phalloidin (representative images of the brightest plane are shown in **D**). Note that RhoA knockdown was highly efficient (**E**). Using visual assessment of MRTF-A subcellular localization, cells were grouped into the following three categories: 1. predominantly nuclear MRTF-A (red bars, N = nuclear), 2. even nuclear and cytoplasmic presence of MRTF-A (grey bars, N+C), and 3. nuclear exclusion of MRTF-A (black bars, N exclusion). * indicates *p* < 0.05, each colored * indicates the significance of the corresponding bar. (**F**) MRTF-A subcellular localization was analyzed by ImageXpress, a high-throughput automated digital imaging system. The distribution curves indicate the frequency of cells with increasing nuclear-to-cytoplasmic MRTF-A ratio (N/C). (**G**) Cumulative quantitation of the distribution curves shown in F, using N/C > 1.4 as a cutoff, which corresponds to definite nuclear MRTF-A localization by visual classification. * *p* < 0.05, **, *p* < 0.01, and *** *p* < 0.001.

**Figure 2:**
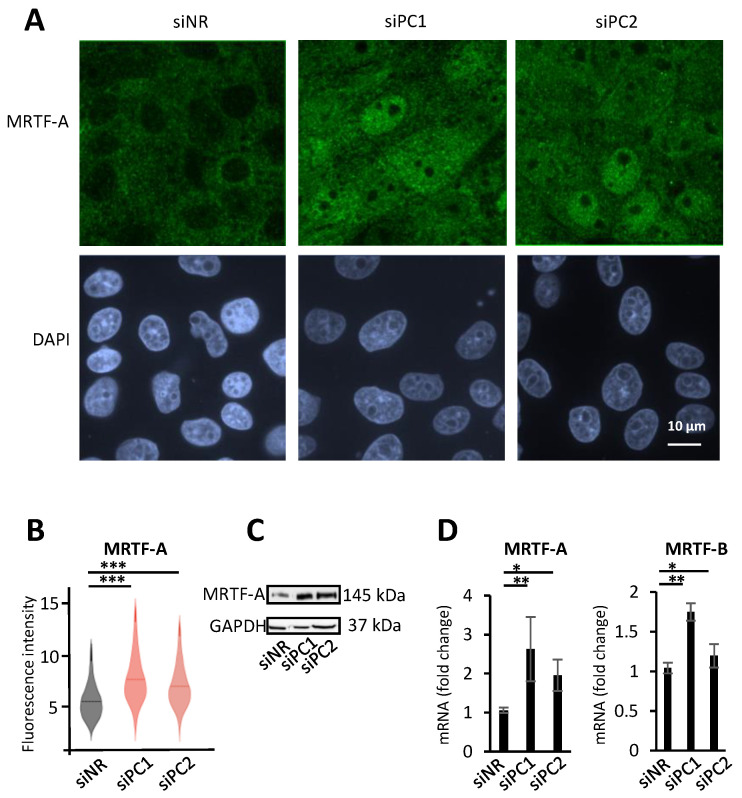
MRTF-A expression is upregulated by Polycystin loss. PC1 and PC2 were downregulated by siRNA transfection (150 nM and 100 nM, respectively, 48 h) and MRTF-A expression was assessed by three methods. (**A**,**B**) MRTF-A-specific fluorescence intensity was quantified by ImageXpress (see Section 2). Violin plots indicate the median fluorescence value. (**C**) MRTF-A protein expression was also visualized by Western blot analysis. (**D**) Both *MRTF-A* and *MRTF-B* mRNA expression was quantified by RT-qPCR. Results were normalized to *PPIA*. * *p* < 0.05, **, *p* < 0.01, and *** *p* < 0.001.

**Figure 3:**
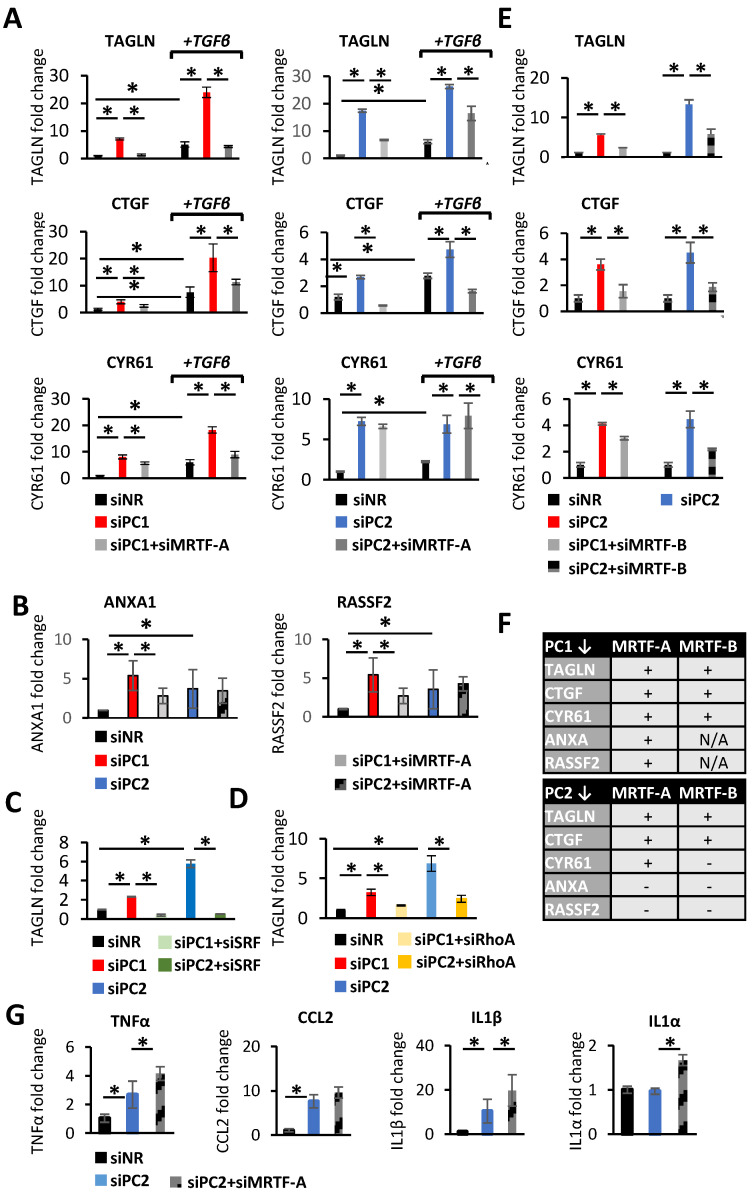
Polycystin loss induces the expression of profibrotic phenotype-related transcription program in a partially MRTF-dependent manner. (**A**–**E**,**G**) LLC-PK1 cells were transfected with control siRNA (NR) or siRNAs targeting *PC1* (150 nM), *PC2* (100 nM), *MRTF-A* (50 nM), *MRTF-B* (50 nM), *SRF* (100 nM), or *RhoA* (100 nM), as indicated. In (**A**,**B**), 24 h post-transfection, cells were treated with DMSO or 5 ng/mL TGFβ in serum-free media for an additional 24 h. Synergy/additional effects between the loss of PCs and the presence of TGFβ was assessed by measuring the expression of known PEP-related genes that are direct transcriptional targets of MRTF-A. The synergistic effects varied among genes, as shown. *ANXA* and *RASSF* expression was not stimulated by TGFβ treatment, but was stimulated by PC loss and was partially MRTF-driven. Fold changes (normalized to *PPIA* expression) were compared to the DMSO-treated, siNR-transfected samples (n > 4 in triplicates). (**C**,**D**) Knockdown of *RhoA* and *SRF* diminished the profibrotic effect of PC loss. (**F**) The table summarizes the MRTF-dependence of the investigated PEP-related and validated MRTF/SRF targets. (**G**) Silencing *MRTF-A* facilitates the PC loss-induced increase of some Nuclear factor κB (NFκB)-dependent inflammatory genes. mRNA abundance for tumor necrosis factor-α (*TNFα*), chemokine (C-C motif) ligand 2 (*CCL2*), and interleukin-1β and α (*IL****-****1β* and *IL-1α*) are shown. * *p* < 0.05.

**Figure 4:**
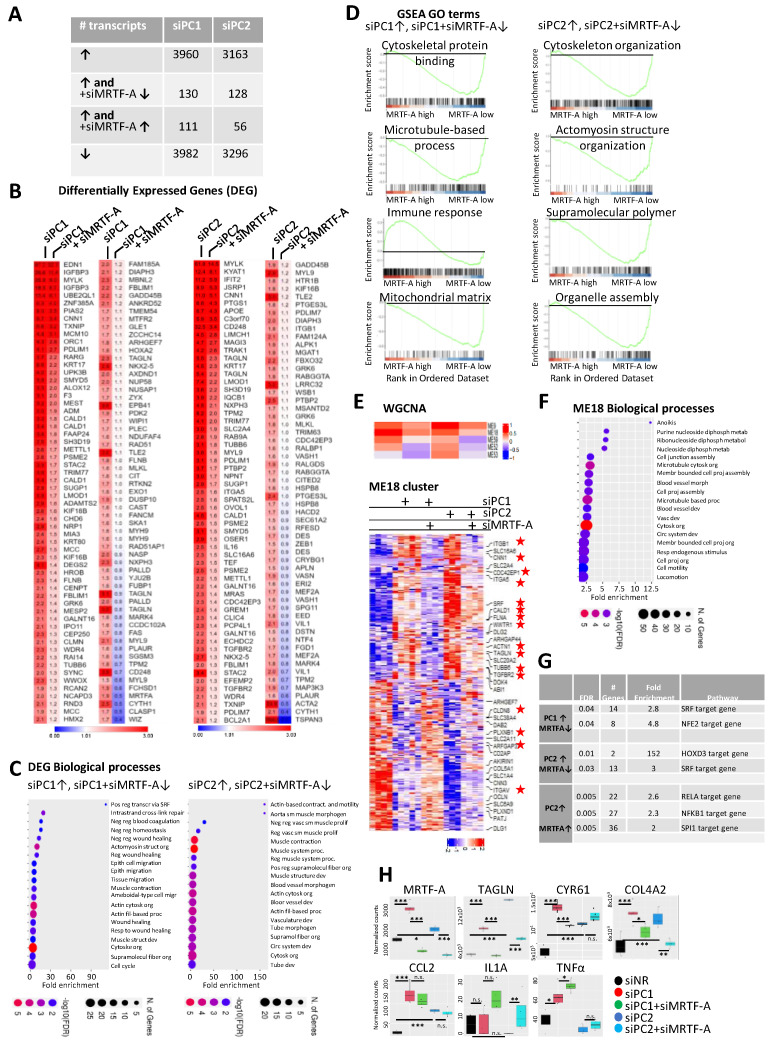
Next-generation transcriptome analysis of Polycystin- and MRTF-A-dependent gene expression. (**A**) Overview of experimental framework. LLCPK-1 cells were transfected with control siNRA (siNR, 200 nM, n = 3), siPC1 (150 nM, n = 4), siPC2 (100 nM, n = 4), alone, or with siMRTF-A (100 nM, siPC1+siMRTF-A n = 5, siPC2 n = 4). Gene expression was compared across the indicated conditions using RNA-Seq. 1.5-fold cutoff-defined upregulation and downregulation (log2 > 0.6 upregulated, log2 < −0.6 downregulated, *p* ≤ 0.05, base mean ≥50). The table indicates the number of transcripts upregulated upon PC knockdown (↑), and significantly changed when MRTF was also silenced. (**B**) DEG Analysis. Expression heatmap of transcripts that are upregulated by PC1 or PC2 loss (siPC1 and siPC2) in an MRTF-dependent manner (siPC1+siMRTF-A and siPC2+siMRTF-A). Numbers indicate fold changes compared to non-related siNR-transfected LLC-PK1 cells (siNR). (**C**) Shinygo 0.76 (a web application for R) was used to search for GO Biological Processes that are enriched when PC expression is silenced and are MRTF-dependent. (**D**) Gene Set Enrichment Analysis (GSEA) defined enriched GO terms in the above-described comparisons, as indicated. Selected significant GO terms are shown. Rank in Ordered Dataset is (Fold Change) × log_−10_ (*p*-value). (**E**) Expression heatmap of significant Weighted Gene Co-expression Analysis (WGCNA) modules that were MRTF-dependent and upregulated in PC1 or PC2 knockdown conditions. The heatmap of ME18 module is presented separately in the lower panel. Stars indicate genes that are known direct targets of MRTF. (**F**) The graph is the visual representation of significant GO biological processes related to ME18 module. (**G**) Predicted key transcription factors for genes that were upregulated upon PC knockdown and showed expression change upon MRTF-A silencing (Transfac TF Binding Site Enrichment Analysis). (**H**) Expression profiles from the RNA-Seq data shown for some individual genes under various conditions, as indicated. Key PKD-related genes (*MRTF-A*, *TAGLN*, *CYR61*, and *COL4A2*) and innate immunity-related genes (lower panels) are shown. Adjusted *p*-values are indicated: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

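Among the transcripts raised by siPC1, the addition of siMRTF-A raised 96 further (2.32%). Among those raised by siPC2, it raised 33 further (0.990%). When each library was left out in turn, these counts ranged from 71 to 113 for siPC1 and from 15 to 42 for siPC2. With only the groups of the comparison in the model, 80 and 16 transcripts were called. The replicate block gave 88 and 37, and DESeq2 gave 110 and 54. The use of the fold change moved the counts most, to 380 and 149 without a fold threshold and to 12 and 0 with glmTreat.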

**Figure 5:**
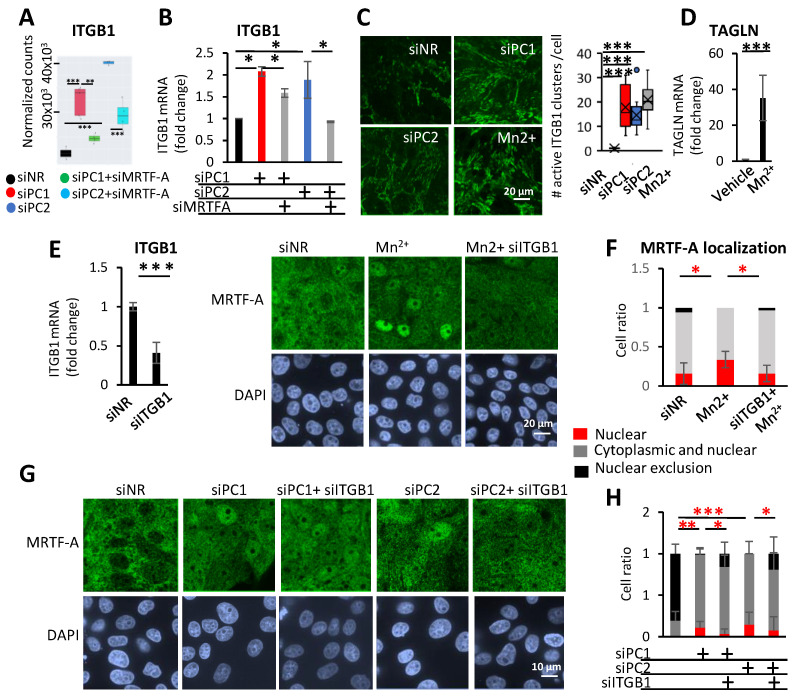
ITGB1 is overexpressed and activated upon Polycystin loss and regulates the subcellular localization of MRTF. (**A**,**B**) *ITGB1* mRNA expression was quantified using RNA-Seq and RT-qPCR in LLC-PK1 cells transfected with siPC (siPC1 150 nM or siPC2 100 nM) or siNR, and siMRTF-A (50 nM) or siNR, as indicated. RT-qPCR results were normalized to *PPIA* expression, against the siNR-transfected controls. (**C**) Left panel: Antibody, specific for the active conformation of ITGB1 (12G10), was used to visualize the clustering of active ITGB1. Right panel presents the number of ITGB1 clusters, normalized to cell number. (**D**) Mn^2+^ treatment (500 μM, 1 h) activated integrins and was sufficient to drive high *TAGLN* expression. Relative expression was measured by qRT-PCR and was normalized against *PPIA* expression. (**E**) *ITGB1* was partially silenced by specific siRNA (100 nM, 48 h). (**F**) Integrins were activated by Mn^2+^ treatment and MRTF-A subcellular localization was estimated by immunofluorescence staining. Using visual assessment (25 fields), MRTF-A localization was categorized as nuclear (red bars), even (grey bars), or cytoplasmic (black bars) (right panel). (**G**,**H**) Cells were transfected with siPC1 (150 nM) or siPC2 (100 nM) alone or together with siNR or siITGB1 (100 nM). Representative images of anti-MRTF-A immunofluorescent staining are shown (left panel) and reveal a modest but significant cytoplasmic shift upon ITGB1 silencing. MRTF-A localization was quantified as in (**D**, right panel). The images and quantification represent the results of a minimum of three independent experiments. * *p* < 0.05, **, *p* < 0.01, and *** *p* < 0.001.

**Figure 6:**
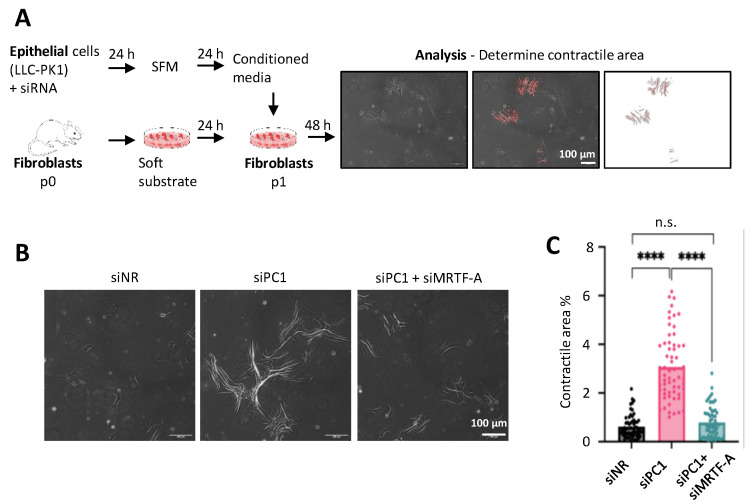
Epithelial Polycystin 1 loss induces MRTF-dependent paracrine signaling that potentiates fibroblast-to-myofibroblast transition. (**A**) Experimental design. LLC-PK1 cells were transfected with the indicated siRNAs (150 nM siPC1 and 50 nM siNR or siMRTF-A). Twenty-four hours post-transfection, cells were thoroughly washed to avoid the carry-over of siRNAs to fibroblast culture, and fresh serum-free media was added. Conditioned media was collected after an additional 24 h and was used to stimulate fibroblasts. Forty-eight hours later, >10 randomly selected areas of the fibroblast cultures were photographed under each condition. Cell contractile function, related to % area covered by wrinkles, was analyzed by FIJI ImageJ software and the values were normalized to cell number. Scale bars correspond to all images. (**B**,**C**) Representative images of fibroblasts cultures at the experimental end points and their quantification. Scale bars correspond to all images. **** *p* < 0.0001.

**Figure 7:**
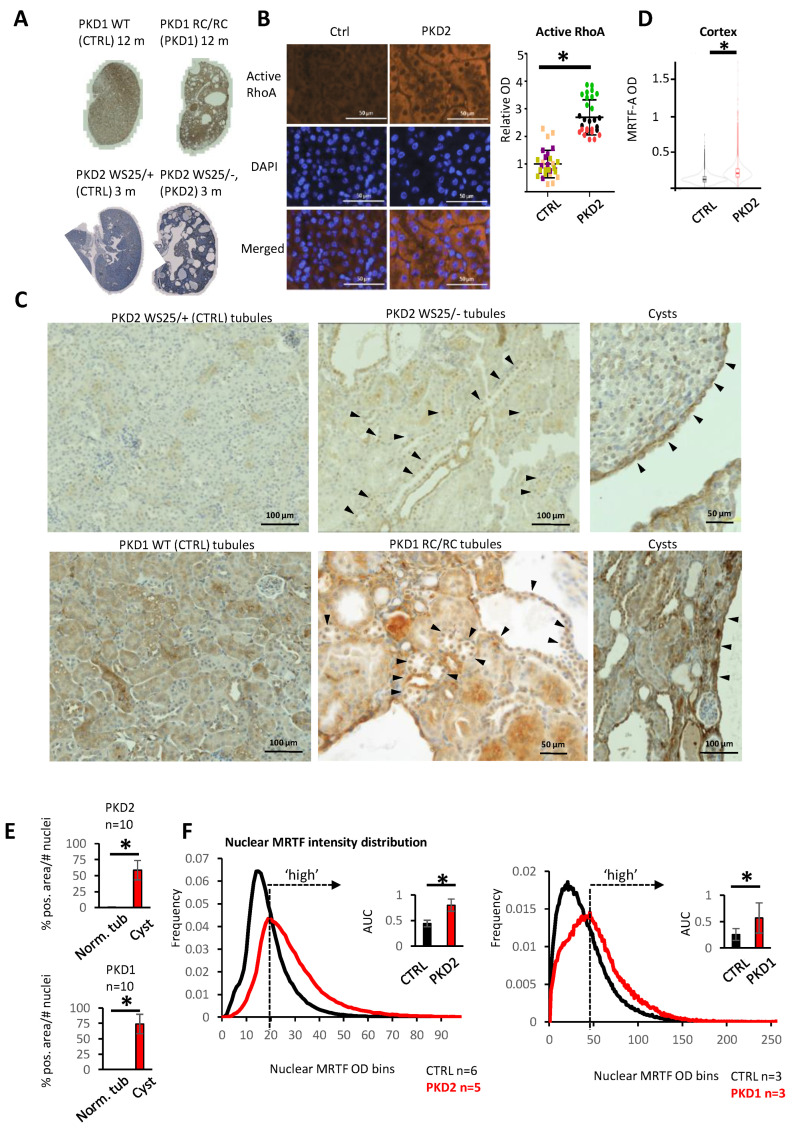
Transgenic PKD mouse model kidneys show MRTF nuclear accumulation and overexpression. (**A**) Twelve-month-old *Pkd1* RC/RC mice (PKD1, n = 3), WT control littermates (Ctrl, n = 3), 3-month-old *Pkd2* WS25/− animals (PKD2, n = 6), and *Pkd2* WS25/+ control littermates (Ctrl, n = 6) were evaluated. At the selected time points, micro- and macrocysts were present in both models, except for one of the *Pkd2* WS25/− mice. This animal was omitted from the analysis. (**B**) RhoA activation was assessed by detecting the GTP-bound form by immunofluorescence. Ten fields were quantified from each animal (n = 3, right panel). (**C**) Nuclear MRTF expression was quantified using HALO Area Quantification module. Arrowheads point at cells with nuclear MRTF-A expression (middle panels) or strong MRTF-A overexpression in the cystic wall (right panels). Scale bar corresponds to all images. (**D**) IHC assessed MRTF subcellular localization in both PKD mouse models and control animals. Arrowheads indicate nuclear MRTF-A in the tubules and increased MRTF-A expression in the cystic epithelial wall. (**E**) Whole kidney sections were analyzed, and MRTF-A/DAB average OD was individually reported for the >300,000 nuclei per animal, using the inbuilt Object Quantification module of HALO. OD values were assigned to 256 incremental bins, and single-nuclei-associated OD data are presented as distribution curves. The highest-frequency OD bin in the PKD animals was assigned as the threshold for ‘high’ nuclear MRTF-A accumulation (dotted arrows). The inserts depict the AUC ratio corresponding to nuclei with ‘high’ nuclear MRTF-A. (**F**) MRTF-A expressions on histologically ‘normal’ tubules and cysts were compared within the PKD2 WS25/− and PKD1 RC/RC kidneys. Automatic Threshold Method (ATM score 0 or 1, inbuilt Area Quantification module of HALO) was used to dichotomize DAB-positive and -negative pixels. MRTF-A positive area was normalized to the number of nuclei in each examined tubule and cyst. * *p* < 0.05.

**Figure 8:**
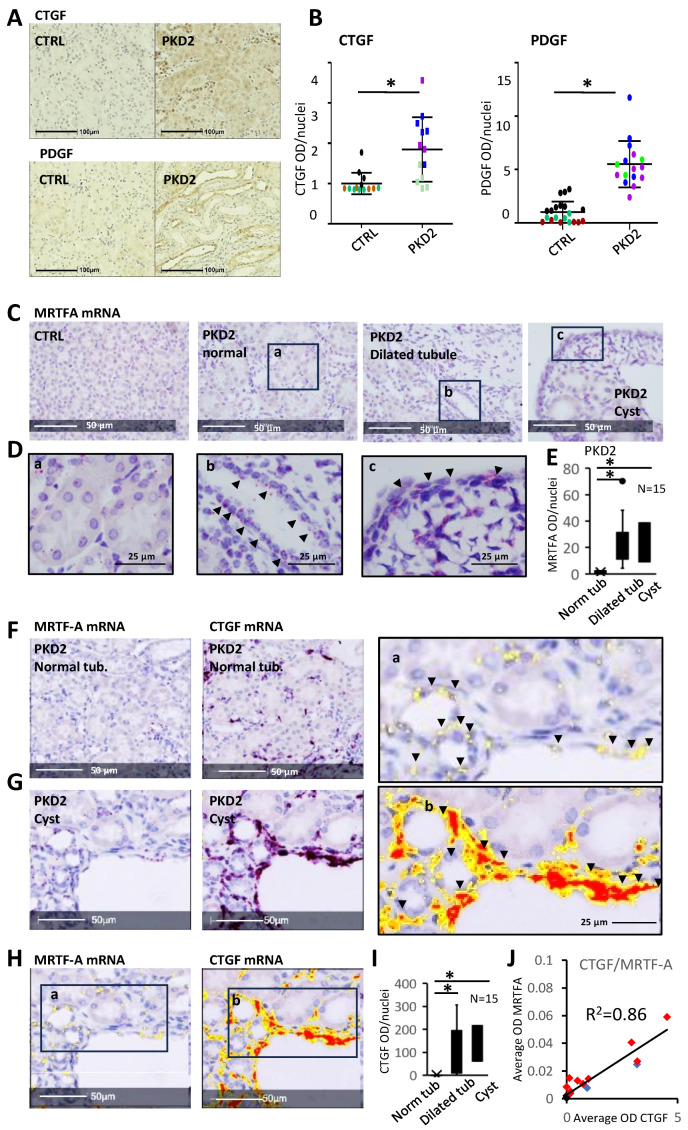
Fibrogenic cytokine expression is increased in PKD, and *CTGF* expression spatially correlates with *MRTF* mRNA abundance in vivo. (**A**,**B**) CTGF and PDGFB expression was detected in *Pkd2* WS25/− (PKD2) and *Pkd2* WS25/+ animals (Control, Ctrl) by IHC (n = 3). Expression was quantified in 4–10 fields per animal using the Area Quantification package of HALO, normalizing for the number of nuclei. (**C**–**I**) RNAScope was used to detect *MRTF-A* and *CTGF* mRNA expression in *Pkd2* WS25/− and *Pkd2* WS25/+ animals. Images in (**D**) are enlarged areas of normal and dilated tubules and a cyst. Arrowheads point to *MRTF* expression signals. HALO Area Quantification module was trained to differentiate the red signal on the hematoxylin-stained background. For easy visualization, positive signals are shown as yellow, orange, and red colors, corresponding to a low, moderate, and high signal intensity (H and enlarged areas). RNAscope signal intensity was measured by the Area Quantification module and was normalized to the number of nuclei (**E**,**I**). (**J**) Correlation of *CTGF* and *MRTF* expression is shown in normal and dilated tubules and cysts of *Pkd2* WS25/− animals. * *p* < 0.05.

**Table 1:** siRNA and qPCR primer sequences.

	**siRNA Sequences**
siPC1	GCG CUG ACA GAG UUG GAC AUA (dT) (dT)
siPC2	GAC CGU GAG AGA UAC CUU AAA (dT) (dT)
siRhoA	AGC AGG UAG AGU UGG CUU U (dT) (dT)
siMRTF-A	CCA AGG AGC UGA AGC CAA A (dT) (dT)
siMRTFB	CGA CAA ACA CCG UAG CAA A (dT) (dT)
siITGB1	CUG AAG AAG UAG AGA UAA U (dT) (dT)
siSRF	GGA ACU GUG CUG AAG AGU A (dT) (dT)
siPC1 4331	UGU CAA GCC GCG UGA AUA A (dT) (dT)
siPC2 1644	CAA GAU UGA UGC AGU GAU A
	**qPCR Primer Sequences**
Porcine CTGF F	GTG AAG ACA TAC CGG GCT AAG
Porcine CTGF R	GAC ACT TGA ACT CCA CAG GAA
Porcine GAPDH F	GCA AAG TGG ACA TGG TCG CCA TCA
Porcine GAPDH R	AGC TTC CCA TTC TCA GCC TTG ACT
Porcine PPIA F	CGG GTC CTG GCA TCT TGT
Porcine PPIA R	TGG CAG TGC AAA TGA AAA ACT G
Porcine MRTF-A-E7F	TAT CCT GCC TGT GGA GTC CA
Porcine MRTF-A-E8R	ATA AGG CGT CAC TGC TGT CC
Porcine MRTFB-E6F	GCA GGC CAC TCA GAT GAA GT
Porcine MRTFB-E7R	GTC ACT GCT GTC CTC GTC AA
Porcine IFNB1-F	ATG AGC TAT GAT GTG CTT CGA TAC
Porcine IFNB1-R	GAA TTG TGG TGG TTG CAT AAT C
Porcine TNFA-F E2-3	CCA ATG GCA GAG TGG GTA TG
Porcine TNFA-R E2-3	CTG AAG AGG ACC TGG GAG TAG
Porcine IL1A-F E8-9	GCA ACT TCC TGT GAC TCT AAG
Porcine IL1A-R E8-9	GCG GCT GAT TTG AAG TAG TC
Porcine CCL2-F	CAG CAG CAA GTG TCC TAA AG
Porcine CCL2-R	TCC AGG TGG CTT ATG GAG TC
Porcine TAGLN E3 F	GAG CAG GTG GCT CAG TTC TT
Porcine TAGLN E4 R	CCA CGG TAG TGT CCA TCA TTC
Porcine CYR61 E3F	AAA GGC GGC TCC CTG AAG
Porcine CYR61 E4 R	GAC GTG GTT TGA ACG ATG C
Porcine RASSF1 E2 F	GAG TGG GAG ACA CCT GAC CT
Porcine RASSF1 E3 R	ATA CAG GAC GCA CCA GCT TC
Porcine ANXA 1 E5 F	TTG CTG AAA ACT CCA GCT CA
Porcine ANXA 1 E7 R	GCA AAG CCT TCT GAT AAT CTC C

## Data Availability

RNA transcriptome data are submitted to the GEO repository under #GSE252716.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13110984/s1, Figure S1. Experimental setup. (A) siPC1-1433 and siPC2-1644 are a second set of *PC1*- and *PC2*-targeting siRNAs (respectively). Transfection of either siPC1-1433 (150 nM) or PC2-1644 (100 nM) enhanced *TAGLN* expression. qPCR data are shown. (B) *MRTF-A* mRNA was quantified by RT-qPCR. siPC1 or siPC2 knockdown did not alter the efficiency of MRTF-A silencing (n = 3, n.s. non-significant, ** *p* < 0.01, *** *p* < 0.001). Figure S2. PKD-linked cytoskeletal changes are regulated by MRTF. Differentially expressed genes were determined as detailed in Supplementary Methods, and were subjected to enrichment analysis of Biological Processes (A) and Cellular Compartment (B), using ClusterProfiler in R. Categories that were depleted in siPC1 and siPC2 conditions (compared to siNR) are shown in green. Further, selected top categories that were enriched in siPC1 or siPC2 conditions (compared to siNR) are listed in the siPC1 and siPC2 columns. Significant decreases compared to these in siMRTF-treated samples are shown in the next two columns. Note that biological processes that overlap between PC knockdown conditions and the siPC+siMRTF-A conditions were related to cytoskeleton organization and cell contractility (red rectangles). Figure S3. PC1 and PC2 loss-specific underrepresented biological processes and their MRTF-dependence. Top panel: Epithelial cells knocked down for PC1 and PC2 transcriptionally underrepresented several metabolic pathways. Lower panels: Out of these, MRTF-A silencing partially mitigates amino acid transport across plasma membrane (siPC1). Figure S4. PC1 and PC2 loss-specific biological processes. 

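With siPC1, 1664 transcripts were called higher than with siNR that were not called in either direction with siPC2. In a direct test of siPC1 against siPC2, 526 of these were also higher with siPC1 than with siPC2 (edgeR's quasi-likelihood test), and 15 of the 526 were lowered by the addition of siMRTF-A to siPC1. In the other direction, 847 transcripts were called higher with siPC2 than with siNR and not called with siPC1. Of these, 330 were also higher with siPC2 than with siPC1, and 30 of the 330 were lowered by the addition of siMRTF-A to siPC2. The same siPC2 libraries are the higher group in each of the comparisons behind the 30, as are the siPC1 libraries for the 15. Chance high values in these libraries would favour every one of the calls. The direct test called 1552 transcripts higher and 1601 lower in siPC1 than in siPC2 cells over all tested transcripts, and 3135 in all with the replicate block.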

DEG searched for transcripts that were upregulated upon PC1 loss but were unaffected by PC2 loss, or vice versa. For PC1, loss-related biological processes centered around DNA replication and transcription (top panel). Within this transcript set, MRTF-dependent genes were grouped in DNA recombination-related repair. Interestingly, PC2-specific upregulated categories remained to be linked to cell projection/cytoskeletal reorganization/cell motility. The MRTF-dependent subset is predicted to regulate the actin cytoskeleton, cell contractility, and muscle development. Figure S5. Expression analysis methods. (A) ATM within the Area Quantification Module measured MRTF-A/DAB signal and colored each pixel according to its DAB optical density. Yellow to red color gradient corresponds to increasing MRTF-A expression, as indicated. Green and yellow masks show selected normal tubules without or with lumen, respectively. Red masks depict visibly enlarged tubules; lumen measurements are given in μm. Scale bar corresponds to all panels. (B) Automated Area Quantification Module was trained to recognize the hematoxylin-stained nuclei and to depict MRTF-A expression, as in (A, middle row panels). The bottom panels show a superimposed image of the nuclear mask and the MRTF-A-specific stain. Here red indicates nuclei, green indicates MRTF-A and yellow depicts nuclear MRTF-A. Figure S6. ADPKD patients’ cystic epithelium shows enhanced MRTF-A expression. Five ADPKD patients (patient R, P, L, K, and W) and control (normal kidney tissue from a clear cell renal cell carcinoma patient) specimens were assessed for MRTF-A expression by IHC. Nuclear expression of MRTF-A was observed in all ADPKD patients, albeit the extent varied. The cystic epithelial wall showed enhanced MRTF expression compared to the normal tubules within the same patient’s specimens and to the normal tubules of the RCC patient. Scale bar corresponds to all panels. Figure S7. Distribution curves show the frequency of nuclei with increasing MRTF-A expression. The inner cortex, outer cortex, and medulla were assessed separately in *Pkd2* WS25/− (3 months old, n = 5) and control P*kd2* WS25/+ (3 months old, n = 5) animals.

## Appendix A. RNASeq Data Analysis

A series of preprocessing steps were used to ensure RNA-seq data quality. FastQC v0.11.8 for quality control assessment and Trimgalore v0.6.10 (accessed on 25 February 2023) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to eliminate low-quality reads. For quantification of the expressed transcripts, a quasi-mapping Salmon 0.14.1 was used mapping to the pig reference transcriptome (Ensembl: Sus_scrofa.Sscrofa11.1.cds.all 2023-04-22) [103]. Transcript-level abundances were aggregated to the gene level using “tximport 1.12.3 [104] and genes with limited read counts were filtered out, requiring genes to have a count in at least two2 samples equal to the smallest group size. 

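On the log2 scale of the normalized counts plus 1, over the 20212 transcripts with a mean normalized count of at least 50, the first 4 principal components held 21.2%, 17.9%, 9.85% and 7.52% of the variance. The 4 siNR libraries had scores from -98.0 to -81.4 on the first component, below the other libraries. The highest score on it was that of siPC1 replicate 1, 196.9, against 19.4 to 44.0 for the other siPC1 libraries, so that this shallow library also shapes the first component. In 3 cases, a library lay far from its group. On the second component, siPC1 replicate 1 had a score of 172.03 and the other siPC1 libraries scores from -40.8 to -28.1. On the third component, siPC2 replicate 2 had a score of -157, against -37.6 and -36.4 for the other siPC2 libraries. On the fourth component, siPC1 replicate 4 had a score of 144, and the other siPC1 libraries had scores from -18.2 to 4.02. The correlation with the mean of the rest of the group was 0.799 for siPC1 replicate 1, 0.860 for siPC1 replicate 4 and 0.868 for siPC2 replicate 2. The replicate named A2 had a correlation of 0.919 with the other siPC1 libraries.

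**Figure D3:**
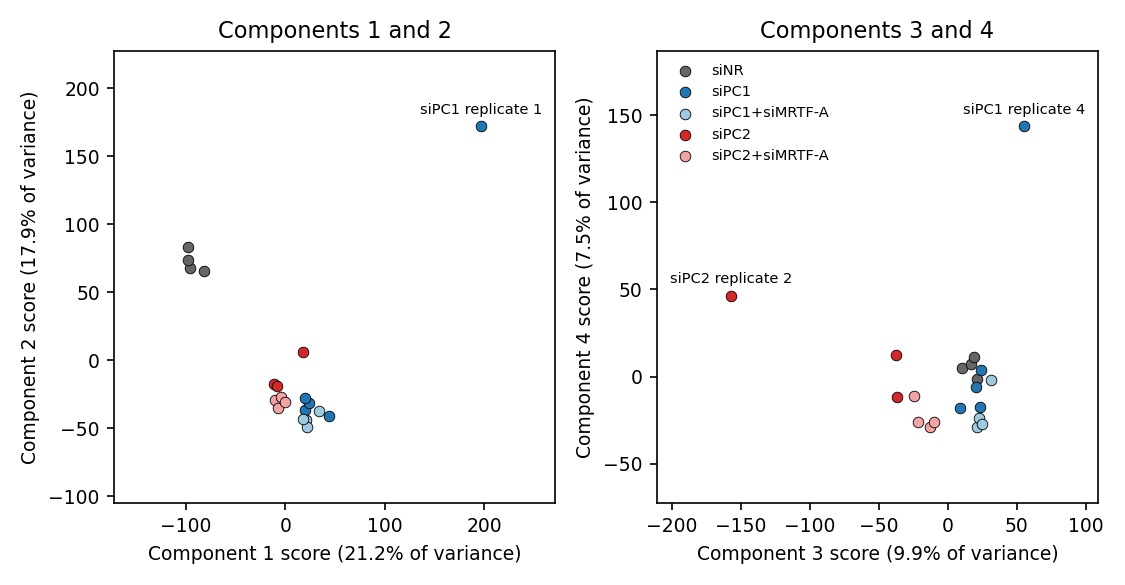
Scores of the 20 libraries on components 1 and 2 (left) and 3 and 4 (right) of log2 normalized counts, colored by group. siPC1 replicate 1 (172.03 on component 2), siPC2 replicate 2 (-157 on component 3) and siPC1 replicate 4 (144 on component 4) are named in the plot.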

Principal components analysis (PCA) was used to assess the overall similarity between samples.

The oObtained mapped reads were analyzed with Weighted Gene Co-expression Network Analysis (WGCNA) and Differential Gene Expression (DGE) analyses. For the WGCNA, soft threshold powers were assessed, and a power of 7 was chosen to create a scale-free topology model using the default parameters. This model generated a topological overlap and adjacency matrix, facilitating the identification of gene modules through hierarchical clustering. The gGene modules comprise of closely interconnected genes with shared co-expression patterns. The module eigengene (ME) within a module serves as the first principal component, providing a representation of the overall expression level for that specific module [105].

DGE analysis was performed using DESeq2 1.24.0 [106], with significant genes identified based on a false discovery rate (FDR) threshold of 5% and an absolute log2 fold change threshold of 0.6. 

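DESeq2 was also run on the rounded transcript counts of all 20 libraries with the same thresholds, after edgeR's filter on low counts. It called 3948 transcripts higher and 3978 lower with siPC1 than with siNR, and 3150 higher and 3290 lower with siPC2. Of the raised transcripts, 129 were lowered and 110 were raised further by the addition of siMRTF-A to siPC1, and 128 were lowered and 54 were raised further by its addition to siPC2. Of the transcripts called raised and then lowered by DESeq2, 100 in the siPC1 arm and 96 in the siPC2 arm were also called by edgeR. In counts simulated at the depths of these libraries, with 200 of 26827 transcripts changed by 1.5 on the log2 scale, DESeq2 recovered 80.5% of the changed transcripts with 27 false calls and edgeR recovered 74.0% with 1. Of 100 transcripts simulated as raised and then lowered, DESeq2 recovered 82 with 1 false call and edgeR recovered 74 with no false call. The simulated change is larger in size than the median falls of the siPC1 and siPC2 sets, -0.83 and -0.87. The simulated spread was edgeR's own estimate. These shares therefore do not give the recovery in the data, and the false calls do not rank the tools.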

The Hochberg (FDR) method was used to assign *p*-values for stepwise/sequential analysis. An alternative approach involved aligning the expressed genes to the Sus scrofa reference genome (Sus scrofa 11.1, http://asia.ensembl.org/Sus_scrofa/Info/Index, accessed on 25 February 2023) using the HISAT2 aligner [107]. Transcript abundance was then calculated using an R Bioconductor [108] in conjunction with the R subread package 2.16.1 [109]. The mapped reads were also investigated with the DEXSeq bioconductor package to identify instances where exons showed variations in exon usage [110].

Gene Set Enrichment Analysis (GSEA4.3.2) (Software: http://www.broad.mit.edu/gsea/, accessed on 25 February 2023) [111,112] with the Molecular Signature Database (Human MSigDB v2023.1. Hs updated March 2023) was performed with the default parameters to identify potential gene pathways [106]. Candidate genes from the different analyses were subjected for to enrichment pathway databases, including Hallmark Gene Sets, Positional Gene Sets, GO Gene Sets, KEGG, and All Transcription Factor Targets, using ShinyGo [113,114].

How the deposited data were processed for this re-analysis (not part of the article)

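RNA-Seq libraries of LLC-PK1 cells, a porcine proximal tubule epithelial line, were analysed: 4 siNR, 5 siPC1, 3 siPC2, 4 siPC1+siMRTF-A and 4 siPC2+siMRTF-A libraries, as the sample labels group them. The legend of Figure 4 gives other group sizes (n = 3, 4, 4, 5 and 4), and the paper's text does not name the libraries behind them, so all 20 labelled libraries were used.

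The authors trimmed the reads, estimated the count of each transcript with Salmon against the Ensembl coding sequences of the pig genome, and deposited these estimated counts without normalization. Reads that fall in untranslated regions were therefore not counted, and reads shared by several transcripts were divided among them by estimation. Appendix A describes sums per gene and a filter on low counts. The table holds neither, since it lists 46295 transcripts, 8733 of them at 0 in every library. Paper and labels give single-read and paired-end sequencing without saying which library had which. The values are therefore read as one table, and a difference in read layout between libraries was not testable.

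The transcript identifiers carry no gene names. The gene table of the pig genome used here holds 30371 genes, 0 of which have an Ensembl identifier, and 0 transcript identifiers matched it. No gene is therefore named, sums per gene were not made, and the knockdown of the siRNA targets, the genes named in Figures 4 and 5, gene sets, promoter motifs and siRNA seed matches were not analysed here. The GO, GSEA and co-expression analyses were not repeated.

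The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were filtered with edgeR's filterByExpr by group, which kept 27702, and normalized with TMM factors. One quasi-likelihood model of the 5 groups was fitted, with contrasts for siPC1 and siPC2 against siNR, for the addition of siMRTF-A to each, for the difference between these additions, and for siPC1 against siPC2. A transcript was called at a Benjamini-Hochberg adjusted p of at most 0.05 over all tested transcripts, an absolute log2 fold change above 0.6 and a mean normalized count of at least 50, as in the legend of Figure 4 and Appendix A. Standard errors are those implied by the F statistic of the contrast. The rule for naming features was set before the data were examined. It took the genes the paper names and, from each set raised by PC silencing and lowered by siMRTF-A, the 5 with the largest fall on adding siMRTF-A among those whose libraries in the 2 groups do not overlap. Since the files used here do not pair the identifiers with genes, only the largest fall of each set is named, and the range is given for the 5.

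The total estimated count per library ranged from 4421001 to 71007731, with a median of 37523942. The 20 most abundant transcripts held between 6.79% and 10.6% of a library. A normalized count of 100 rests on 12.8 reads in siPC1 replicate 1, so that its low counts carry more sampling error than those of the other libraries. The square root of the median dispersion used in the quasi-likelihood fit was 0.359.

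The alternatives were DESeq2 1.42.0 (also the tool the paper names), library totals in place of TMM factors, a filter of a count of at least 1 in at least 3 libraries, no minimum mean count, no fold threshold, a test against the fold threshold (glmTreat), models of only the groups compared, adjustment of the siMRTF-A comparison within the raised transcripts only, the replicate number as a replicate block (121 and 110 transcripts raised by siPC1 and siPC2 and lowered by siMRTF-A), and each library left out in turn. The pairing of libraries by number comes from the sample labels. Another fit, without the 2 libraries of lowest total, was chosen after seeing the data. The procedure was tested on simulated data, with 200 of 26827 transcripts changed by 1.5 on the log2 scale. The edgeR fit recovered 74.0% of them with 1 false call, and DESeq2 recovered 80.5% with 27. The simulated change exceeds the median falls of the sets in size, and the simulated spread was edgeR's own estimate. The recovery in the data and the ranking of the tools are therefore not given by it.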

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

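In 32 groups of at least 4 libraries, over 8 measures, a library was set apart from the rest of its group 7 times by Dixon's test, where chance would give 1.6. The tests below were written down before their results were known, after the outlying libraries themselves had been seen.

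The siPC1 replicate 1 library had a count above 0 for 22865 transcripts, against 27472 to 28949 in the other siPC1 libraries, and its total of 4421001 was the lowest of all. It also had 227 transcripts at 0 that every other library showed at a normalized count of at least 100, against 2 to 48 in the other siPC1 libraries. Random sampling at this depth was tested by thinning the other siPC1 libraries to the same total. Replicates 2, 3 and A2 then showed 5, 3 and 3 such transcripts, and replicate 4 showed 56, of which it had 48 before thinning. Sampling alone thus did not give the number seen, and the median of the 227 transcripts was 407 normalized counts in the other libraries. How the estimation divides reads between similar transcripts in a shallow library, and whether this library was sequenced with another read layout, was not tested. No biological explanation was tested, since the library shares its condition with 4 others.

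The siPC1+siMRTF-A replicate 4 library had a correlation of 0.912 with the mean of its group, against 0.941 to 0.944 for the other 3. It has the lowest total of its group, 22874625. Thinned to that total, the other libraries had correlations of at least 0.937 with the mean of the same remaining libraries, so sampling at this depth did not lower the correlation as far. A difference in culture or library preparation was not tested.

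Of the other outlying values, 3 rest on small numbers and on ties among the other libraries, which produce such values readily. In siNR, replicate 3 had 3 transcripts at 0 in that library alone, against 4 in each of the others. In siPC2+siMRTF-A, replicate 4 had 4, against 0 in each of the others. For ENSSSCT00000054750.3, siPC1+siMRTF-A replicate 3 had a normalized count of 3.96 and the other 3 libraries of the group had 0. The last one does not rest on ties. For ENSSSCT00000048745.2, siNR replicate 2 had a normalized count of 439, against 511 to 519 in the other siNR libraries. No explanation was tested for these values.

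The siMRTF-A effect after siPC1 differed from that after siPC2 for 82 transcripts by an interaction test. The siMRTF-A labels were then exchanged between same-numbered libraries within each arm. Of 100 such splits of the samples, the real one included, 5 gave at least 82 transcripts, up to 159, and the median was 0. In the 4 other splits that did, 2 or 3 pairs were exchanged in 1 arm and none in the other, so that an siMRTF-A effect common to both arms appears as a difference between them. Such splits create a difference between the arms themselves, while the splits that exchanged pairs in both arms gave at most 1 transcript. The 5 splits are therefore not a fair measure of chance for this result, and whether the difference between the arms exceeds chance was not settled by them. Without siPC1 replicate 1 and siPC2 replicate 2, the libraries of lowest total, 63 transcripts were called, which is within 1.5 times of 82. Whether these were the same transcripts was not tested, and the count depended on single libraries. Of the 20 fits that each left out one library, 9 were not within 1.5 times of 82, and the lowest gave 38. With DESeq2 the count was 271. The difference is not taken here as biological.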

How the results depend on the processing

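Every alternative was chosen before the data were examined, apart from the fit without the 2 libraries of lowest total, which was chosen after seeing the data, and the alternatives for the direct comparison of siPC1 with siPC2. In all, 283 alternative counts were computed, of which 252 stayed within 1.5 times the count reported. Most of the 283 come from the fits that each left out 1 library and share all the others with the main fit. The total therefore says little about other choices of processing, which are given below.

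Without a fold threshold, 6195 transcripts were higher with siPC1 than with siNR, which is within 1.5 times the count reported. The other counts rose further, to 5649 lower with siPC1, and 5182 higher and 4488 lower with siPC2. Of the raised transcripts, 522 were then lowered and 380 raised by siMRTF-A after siPC1, and 309 lowered and 149 raised after siPC2. Tested against the fold threshold with glmTreat, 2636 transcripts were higher and 2246 lower with siPC1, and 1815 higher and 1296 lower with siPC2. Of the raised transcripts, 19 were lowered and 12 raised by siMRTF-A after siPC1, and 15 lowered and 0 raised after siPC2. At an unadjusted p under 0.05 in that last test, 18 were raised. These settings change what is asked of the size of a change, and the median fall on adding siMRTF-A in the siPC1 set, -0.83, lies near the threshold of 0.6.

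Among transcripts raised by siPC2, the number raised further by siMRTF-A was 54 with DESeq2 and 16 with only the groups of the comparison in the model, against 33. It ranged from 15 to 42 across the 20 fits that each left out one library. The number of transcripts with a different siMRTF-A effect in the 2 arms was 271 with DESeq2, against 82, and ranged from 38 to 96 across the fits that each left out one library. The cause was not tested.

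The counts of transcripts raised by PC silencing and lowered by siMRTF-A stayed within 1.5 times under DESeq2 (129 and 128), library totals (129 and 104), no minimum mean count (115 and 105), models of only the groups compared (96 and 104), adjustment within the raised transcripts (116 and 115) and the fit without the 2 libraries of lowest total (121 and 93). With the replicate block they were 121 and 110. Of the transcripts reported, at least 85 of 108 and 76 of 97 were kept in every fit that left out one library. The overlap of both sets was 33 transcripts, and 36 with DESeq2 (one-sided Fisher's exact test, p = 8.75e-40).

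Scaled by library totals, 64.6% of the transcripts called with siPC1 and 69.0% of those called with siPC2 were higher than with siNR, against 53.2% and 54.3% with TMM factors. The median log2 fold change of all tested transcripts was higher by 0.14 under that scaling in both comparisons. DESeq2 moved the split the other way, with 3948 higher and 3978 lower for siPC1, and 3150 higher and 3290 lower for siPC2.

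Sums per gene, the siRNA targets, the genes the paper names, gene sets, the genes of module ME18, promoter motifs and seed matches were not run, since the files do not pair the transcripts with gene names. The depth limits siPC1 replicate 1 and siPC2 replicate 2, in which transcripts at a normalized count of 100 rest on 12.8 and 32.2 reads.

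Other splits of the samples were compared with the real ones. Among splits that part as many same-numbered pairs, 1 of 16 (the real one) gave as many transcripts higher or lower with siPC1 than with siNR, and 1 of 16 as many lowered or raised by siMRTF-A among those raised by siPC1. For the comparisons with siPC2, 1 of 8 splits (the real one) gave as many transcripts higher, lower, or raised by siPC2 and then lowered or raised by siMRTF-A, and 1 of 8 as many between siPC1 and siPC2. With 16 or 8 splits the share cannot fall under 0.05, so these counts cannot exclude a chance split. The splits that part fewer pairs mix libraries of both conditions more or, where they exchange nearly all labels, keep the groups largely apart. Of 84 such splits, 1 gave 115 transcripts raised by siPC1 and lowered by siMRTF-A, more than the 108 of the real split. It exchanged every siPC1+siMRTF-A library with an siPC1 library, leaving only siPC1 replicate 4 in place, and so nearly reverses the names of the groups. For the other comparisons none of these splits reached the real count, with medians of 0.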

Differences from the paper's values

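Among the transcripts raised by siPC2, 33 were raised further by the addition of siMRTF-A. The paper's value is about 56 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 54, within 1.5 times the paper's value, and so did the fit without siNR replicate 1, with 42. The other alternatives did not close the gap. They gave 36 with library totals alone, 29 with the looser filter, 34 with no minimum mean count, 149 with no fold threshold, 0 with glmTreat, 16 with only the groups of the comparison, 37 with adjustment within the raised transcripts and 37 with the replicate block, and the other 19 fits that each left out one library gave 15 to 36. The fit without the 2 libraries of lowest total, chosen after seeing the values, gave 24.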

Other observations

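The tests below were written down before their results were known, apart from 2. The test on transcripts with whole-number estimates was chosen after its values had been seen, and the test of library depth behind the likeness of libraries numbered 1 was chosen after the totals of these libraries had been compared by eye.

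The siPC libraries are the raised group in one comparison and the starting group in the other, so that chance high values in them would both raise a transcript against siNR and lower it on adding siMRTF-A. The siPC1 libraries were parted in all 10 ways into 2 and 3, and different libraries were used for the rise and for the fall. The median number of transcripts raised and then lowered was 95.5, which is 0.853 of the median with the same libraries in both comparisons. For siPC1 the sharing of libraries thus accounts for a small part of the set. With 3 siPC2 libraries, each parting sets 1 library against 2, so that one of the comparisons always rests on a single siPC2 library. The median there was 66.5, which is 0.899 of that with the same libraries, and it is weaker evidence for this reason.

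Of the transcripts changed by both siPC1 and the addition of siMRTF-A to it, 222 of 380 (58.4%) moved in opposite directions, as did 189 of 258 (73.3%) for siPC2. With different siPC1 libraries in the 2 comparisons the median share was 58.7%, and with the same small groups of siPC1 libraries in both it was 68.0%. Sharing thus raised the share, and a median above 50% remained without it. The test asked for a share above 50% in every parting, and the lowest was 48.1%, so by this test the opposition was not fully told apart from the sharing of libraries for siPC1. For siPC2 the share with different libraries was 75.6%, with a lowest value of 65.2%, again with a single siPC2 library in one of the comparisons. A hypothesis is that siMRTF-A reverses siPC2 effects more often than siPC1 effects, but the difference between the arms in this share was not tested.

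Transcripts lowered by PC silencing and raised by siMRTF-A were about as many as those with the opposite pattern, at 114 for siPC1 and 92 for siPC2. Over both arms, 123 transcripts were lowered by siMRTF-A in each arm, 55 were raised in each, and 0 were lowered in one and raised in the other. These 2 comparisons share no library. At an unadjusted p under 0.05, 4974 transcripts with a mean normalized count of at least 50 changed on adding siMRTF-A to siPC1 and 3659 on adding it to siPC2. Over all 20212 such transcripts the log2 fold changes of the 2 additions had a Pearson correlation of 0.117, and over the transcripts called in either arm one of 0.30. These correlations are across transcripts, which are not independent replicates.

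The siPC1 and siPC2 effects were alike, with a correlation of 0.706 across the 20212 transcripts. Both are measured against the same siNR libraries. With 2 siNR libraries for siPC1 and the other 2 for siPC2, the median correlation of the differences in mean log2 count was 0.535 and ranged from 0.520 to 0.562, against 0.706 to 0.735 with the same 2 siNR libraries in both. The shared control thus accounts for part of the likeness and not for all of it. An effect of PC loss in common, and an effect of transfecting these siRNAs in common, could both remain, and the design has no group that parts them.

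The siPC1 replicate 4 and siPC2 replicate 2 libraries resemble siPC1 replicate 1 in having transcripts at 0 that every other library shows at a normalized count of at least 100. In siPC1 replicate 4 there were 48, with a median of 580 and a highest mean of 15139 normalized counts in the other libraries, and in siPC2 replicate 2 there were 32. The remaining 17 libraries had 0 to 9. Each was tested against sampling at its depth. With other libraries of the group thinned to the totals of 27984278 and 11790504, at most 4 such transcripts were found in both cases, so sampling at its depth does not explain either library. Of the transcripts at 0 in one library alone, 36 of 227 in siPC1 replicate 1 and 3 of 48 in siPC1 replicate 4 were called changed with siPC1, and 6 of 32 in siPC2 replicate 2 were called changed with siPC2. A candidate explanation is that the estimation gave the reads of these transcripts to a similar transcript, but without a pairing of transcripts and genes it was not tested, and no biological explanation was tested.

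Among the transcripts with a mean normalized count of at least 50, 278 had whole-number estimates in every library, as when no reads are divided between transcripts. Of these, 55.0% were called with siPC1, against 38.3% of the other 19934. The calls with siPC1 are thus not confined to transcripts whose reads are divided, although these 278 are few.

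Libraries numbered 1 deviated from their group means together more than those with other numbers did. The mean Spearman correlation of the deviations was 0.33 over the 6 pairs of libraries numbered 1, and 0.04, 0.05 and 0.10 over the pairs numbered 2, 3 and 4. The siPC1 library named A2 had a mean correlation of 0.37 with number 1 of siNR and of both siMRTF-A groups, higher than that of siPC1 replicate 1 with the same libraries, 0.19, and a mean of -0.10 with the libraries of other numbers. A hypothesis is that A2 was prepared together with the libraries numbered 1, perhaps in place of the shallow siPC1 replicate 1. Library depth was tested as another explanation over the 17 libraries left after the 3 with many transcripts at 0. The first component of the deviations had a Pearson correlation of 0.44 with the library total within groups (permutation p = 0.0756, 100000 resamples, two-sided) and a Spearman correlation of 0.37 (permutation p = 0.144), and the Pearson correlation was 0.17 without the 2 libraries farthest from the median. The relation was tested once, so no adjustment for other relations applies. Depth was thus not shown to be the cause. The labels give no date or batch of preparation, so the hypothesis itself was not tested.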
